# AMPK activation reverts mouse epiblast stem cells to naive state

**DOI:** 10.1016/j.isci.2021.102783

**Published:** 2021-06-25

**Authors:** Yajing Liu, Junko Yamane, Akito Tanaka, Wataru Fujibuchi, Jun K. Yamashita

**Keywords:** Cell biology, Stem cells research, Transcriptomics

## Abstract

Despite increasing knowledge on primed and naive pluripotency, the cell signaling that regulates the pluripotency type in stem cells remains not fully understood. Here we show that AMP kinase (AMPK) activators can induce the reversion of primed mouse epiblast stem cells (mEpiSCs) to the naive pluripotent state. The addition of AMPK activators alone or together with leukemia inhibitory factor to primed mEpiSCs induced the appearance of naive-like cells. After passaging in naive culture conditions, the colony morphology, protein expression, and global gene expression profiles indicated the naive state, as did germline transmission ability. Loss-of-function and gain-of-function studies suggested that p38 is a critical downstream target in AMPK activation. Finally, single-cell RNA sequencing analysis revealed that the reversion process through AMPK signaling passes an intermediate naive-like population. In conclusion, the AMPK pathway is a critical driving force in the reversion of primed to naive pluripotency.

## Highlights

• AMPK activation can induce mouse primed stem cell reversion to naive state
• Reverted cells fully obtain naive pluripotency
• p38 is a critical downstream molecule of AMPK pathway in the reversion process
• Dppa5 and Dazl are highly expressed in intermediate reversion cells

## Introduction

Studies of mouse embryonic development and stem cells have shown that there are at least two pluripotent states: naive and primed (Nichols and Smith, 2009, 2012; Kalkan and Smith, 2014; Martello and Smith, 2014). Mouse embryonic stem cells (mESCs), which are derived from inner cell mass at embryonic day (E) 3.5–4.5, are thought to be similar to naive pre-implantation epiblast (Martin, 1981; Evans and Kaufman, 1981; Boroviak et al., 2014, 2015). Naive mESCs can be fully maintained *in vitro* by culturing them in two small molecule inhibitors (2i) of kinases (MEK and GSK3) and leukemia inhibitory factor (LIF)(2iL) (Williams et al., 1988; Ying et al., 2008). Naive mESCs show small dome-shaped colonies, express specific naive pluripotent markers, exhibit unique global gene expression profiles and epigenetic modifications, and contribute to the chimera component after blastocyst injection including germline transmission (Nichols and Smith, 2009; Blair et al., 2011; Marks et al., 2012; Martello and Smith, 2014).

In contrast to naive mESCs, mouse epiblast stem cells (mEpiSC) derived from postimplantation embryonic epiblast at E5.5–6.5 show primed features. These cells can be maintained by fibroblast growth factor-2 (FGF2) and Activin A signaling but differentiate or die in 2iL condition. Furthermore, they are characterized by large flat cup-shaped colonies and pluripotency gene expressions that are distinct from naive cells and also are far less efficient at chimera contribution (Nichols and Smith, 2009; Blair et al., 2011; Brons et al., 2007; Tesar et al., 2007; Hanna et al., 2009a).

Primed mEpiSCs can be reverted to naive mESCs in many ways, including LIF-STAT3 pathway activation (Bao et al., 2009); gene transfection with Klf4 (Guo et al., 2009; Hanna et al., 2009b), c-Myc (Hanna et al., 2009b), Klf2 (Hall et al., 2009), Nanog (Silva et al., 2009; Greber et al., 2010), or the nuclear receptor genes Nr5a1/2 (Guo and Smith, 2010), Prdm14 (Gillich et al., 2012), and Gbx2 (Tai and Ying., 2013); and small molecule treatment, including parnate and inhibitors of ALK4/5/7, MEK, FGFR, and GSK3 (Zhou et al., 2010) or casein kinase 1 alpha (CK1alpha) (Illich et al., 2016). Currently, 2iL condition is considered sufficient at maintaining the naive state but insufficient at reverting EpiSCs to naive cells. Which signals are the most critical for resetting primed pluripotency to naive pluripotency remains unclear.

We previously revealed that the activation of adenosine monophosphate (AMP)-activated protein kinase (AMPK) contributes to the maintenance of naive mESCs, implying the involvement of the AMPK pathway in mediating naive pluripotency (Liu and Yamashita, 2019). Additionally, the AMPK signal has been shown to promote the reprogramming process from somatic cells to pluripotent stem cells (Ma et al., 2015). Nevertheless, whether the AMPK signal can revert primed cells to naive state is unclear. Although AMPK knockout experiments have been done to study energy homeostasis at the cellular and whole body level (Viollet et al., 2009; Hardie, 2014; Stauffer et al., 2019), the role of AMPK in naive reversion or reprogramming has not been suggested.

In the present study, we show that three AMPK activators, AICAR (5-aminoimidazole-4-carboxamide ribonucleotide), A769662, and metformin, can revert primed mEpiSCs to naive mESCs. Even in the absence of 2iL, AICAR treatment alone induced the appearance of naive-like cells from primed mEpiSCs. The reverted cells satisfied the criteria of naive mESCs: they were maintained and grown in 2iL condition, showed naive gene and protein expression patterns, and were capable of chimera formation and germline transmission. Furthermore, we identified p38 as a candidate functional downstream in the AMPK-elicited reversion process. Finally, single-cell RNA sequencing (RNA-seq) analysis during the reversion process demonstrated the appearance of an intermediate naive-like population marked by the high mRNA expression of Dppa5a and Dazl, both of which were reported to be involved in naive pluripotency (Qian et al., 2016; Kilens et al., 2018; Welling et al., 2015). Our data indicate that AMPK signaling reverts primed mEpiSCs to the naive state, providing new insights into the molecular switch mediating the transition between different pluripotency states.

## Results

### AMPK activators induce reversion of primed mEpiSCs to naive-like cells

Previously, we found that AMPK activators contribute to the maintenance of naive mESCs in the absence of 2iL with increased expressions of the naive pluripotent gene network (Liu and Yamashita, 2019). This prompted us to examine whether activation of the AMPK pathway can not only maintain the naive state but also revert primed cells to the naive state. Thus, we tested the effect of AMPK activators on the reversion of primed mEpiSCs. We employed an mEpiSC line, Oct4GIP, which carries an Oct4 promoter/enhancer-driven eGFPiresPuro transgene (Oct4-GFP) expressed in primed and naive pluripotent stem cells (Guo et al., 2009; Wray et al., 2010). We cultured Oct4GIP cells in Basal medium (a basic medium for mESC maintenance; see STAR Methods) together with various combinations of reagents (Figure 1A). Before changing to the medium for reversion, Oct4GIP cells were maintained in the mEpiSC culture condition, which contained serum-free medium Ndiff 227 supplemented with FGF2 and Activin A (Guo et al., 2009). Almost all cells (99.2% ± 0.7%) were positive for Oct4-GFP but negative for the naive ESC marker PECAM1/CD31 (Illich et al., 2016), indicating that the cells were in the primed state (day 0; d0) (Figure 1B). The reversion process at d4, d8, and d12 showed that when the cells were cultured in Basal medium alone or Basal medium with 2iL (naive maintenance condition), GFP expression disappeared within 4 days and all cells showed a differentiated morphology (Figure S1A), resulting in no GFP expression on d16 (Figure 1C). On the other hand, when the cells were cultured with an AMPK activator, AICAR, or AICAR+LIF, the GFP expression was largely decreased until d8 and totally disappeared around d10 to d12 (Figure S1A). Some GFP^+^ colonies re-appeared around d16 (Figure 1C). Fluorescence-activated cell sorting (FACS) analysis showed approximately 5% of total cells (5.34% ± 3.27%) expressed Oct4-GFP (Figures 1D and 1E) on d16 by culturing with AICAR alone. In the AICAR+LIF condition, approximately 17% of total cells (17.1% ± 11.6%) were OCT4-GFP positive. We confirmed the appearance of PECAM1/CD31 in Oct4-GFP-positive cells. Among OCT4-GFP^+^ cells, approximately 9% (9.04% ± 3.88%) in AICAR-alone condition and 72% (72.6% ± 9.23%) in AICAR and LIF condition, respectively, were positive for PECAM1 (Figures 1D and 1E). The appearance of OCT4 and PECAM1 double-positive cells suggested that AICAR treatment can revert primed mEpiSCs to the naive state. Alkaline phosphatase (AP) staining on d16 showed that AP-positive colonies were observed with AICAR treatment alone but more AP-positive colonies were formed with AICAR+LIF (Figure S1B). Immunostaining for colonies on d16 also confirmed the appearance of Oct4^+^PECAM1^+^ cells and Oct4^+^PECAM1^-^ cells. We further checked another naive marker, Klf4, finding it was co-expressed in Oct4^+^PECAM1^+^ cells but not in Oct4^+^PECAM1^-^ cells, suggesting that Oct4^+^PECAM1^+^ cells were reverted to the naive state successfully but Oct4^+^PECAM1^-^ cells were not (Figure S1C).

**Figure 1:**
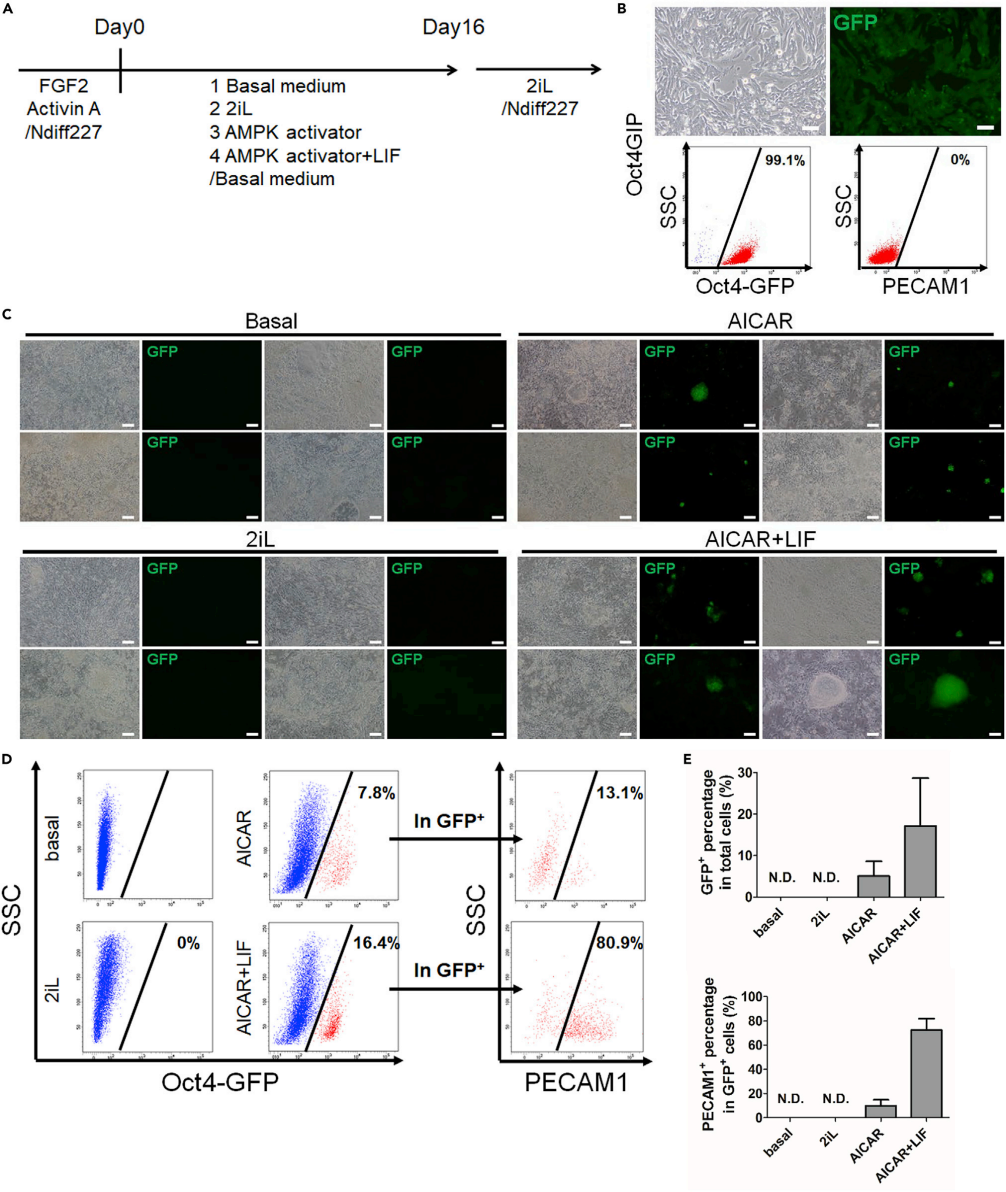
AICAR induces reversion of primed mEpiSCs to naive-like cells (A) Schema of the chemical reversion protocol. (B) Maintained mouse primed epiblast stem cells (mEpiSCs: Oct4GIP) in FGF2 and Activin. (A) Upper panels: cell morphology and Oct4-GFP expression. Lower panels: FACS analysis for Oct4-GFP and PECAM1. SSC, side scatter. Scale bars, 200 μm. (C) Cell morphology and Oct4-GFP expression of Oct4GIP after treatment with Basal medium alone, 2i/L, AICAR, or AICAR + LIF for 16 days. Four pairs of phase contrast and Oct4-GFP images are shown for each condition. Scale bars, 200 μm. (D) FACS analysis for Oct4-GFP and PECAM1 expression after 16 days of reversion. Red, Oct4-GFP-positive fraction. Oct4-GFP-positive percentages in total cells (middle panels) and PECAM1-positive percentages in the Oct4-GFP-postive population (right panels) are indicated. (E) Quantitative evaluation of Oct4-GFP-positive cells in total cells and PECAM1-positive cells in Oct4-GFP-positive cells (mean ± SD, n = 5; N.D., not detected). See also Figures S1 and S2.

We also tested two other AMPK activators, A769662 and metformin (Figure S2A). Similar to the AICAR treatments, Oct4-GFP^+^ cells became fewer and disappeared by d12 but reemerged by around d16 after treatment with A769662 alone and A769662 or metformin with LIF (Figures S2B and S2C). FACS analysis showed that in all three conditions, Oct4-GFP and PECAM1 double-positive cells were fewer than in the AICAR treatments described earlier, but they were nevertheless present, indicating that several AMPK activators can revert primed mEpiSCs (Figures S2D and S2E). Taking our data together, AMPK activators can induce the reversion of primed mEpiSCs to the naive state, more effectively if mixed with LIF.

### Reverted cells show naive pluripotency features

Next, we checked whether the naive-like cells that appeared from the treated primed mEpiSCs satisfied the criteria of naive mESCs. We changed the culture medium at d16, which was when Oct4-GFP^+^ cells had already appeared, from Basal medium with AMPK activators to Ndiff227 medium with 2iL to promote naive cell growth and maintenance. After 10 passages (d16+10p), compact and dome-shaped naive-like colonies with homogenous Oct4-GFP expression selectively grew in the 2iL condition (Figure 2A). FACS analysis showed that whereas primed mEpiSCs (Oct4GIP) were positive for OCT4-GFP but negative for PECAM1, naive-like cells induced with AICAR alone or AICAR with LIF (reverted cells, d16+10p) were largely homogenously positive for PECAM1 (Figure 2B). Those cells were maintained and grew well in 2iL condition by single-cell dissociation with similar expansion efficiency (Figure 2C) and showed comparable AP-positive colony formation with control naive mESCs (Figure 2D). According to a previous report, Oct4GIP cells die or differentiate after several passages in 2iL condition (Guo et al., 2009). We confirmed that Oct4GIP cells cultured in 2iL could not be maintained after seven passages even with mouse embryonic fibroblasts (MEFs), indicating that mEpiSCs never give rise to naive cells if simply cultured in 2iL condition (Figure S3A). The mRNA expressions of pluripotent genes showed that although Oct4 was comparably expressed in naive mESCs, primed mEpiSCs, and reverted cells, many naive-specific genes, such as Rex1, Klf4, Klf2, Esrrb, and Tfcp2l1, were specifically expressed only in the reverted cells and naive mESCs (Figure 2E). Furthermore, naive-specific proteins were clearly and homogenously expressed in the nuclei of the reverted cells, consistent with naive mESCs but not primed mEpiSCs (Figure 2F). AP-positive colony formation indicated that Oct4^+^PECAM1^+^ cells sorted on d16 formed colonies in 2iL but Oct4^+^PECAM1^-^ did not, verifying that Oct4^+^PECAM1^+^ cells were successfully reverted to the naive state, but Oct4^+^PECAM1^-^ cells were not (Figure 2G). We further evaluated naive-like cells induced with other AMPK activators. Similar to those induced with AICAR, compact and dome-shaped naive-like colonies with homogenous Oct4-GFP expression selectively appeared from Oct4-GFP^+^ cells induced with A769662 alone, A769662+LIF, or metformin+LIF treatment (d16+10p) (Figure S3B). FACS analysis showed that the reverted cells induced in these three conditions were largely homogeneously positive for PECAM1 (Figure S3C). Additionally, they were maintained and expanded well in 2iL condition (Figure S3D) and showed comparable AP-positive colony formation with control naive mESCs (Figure S3E). Consistently, many naive-specific mRNAs and proteins were expressed at comparable levels as in naive mESCs (Figures S3F and S3G).

**Figure 2:**
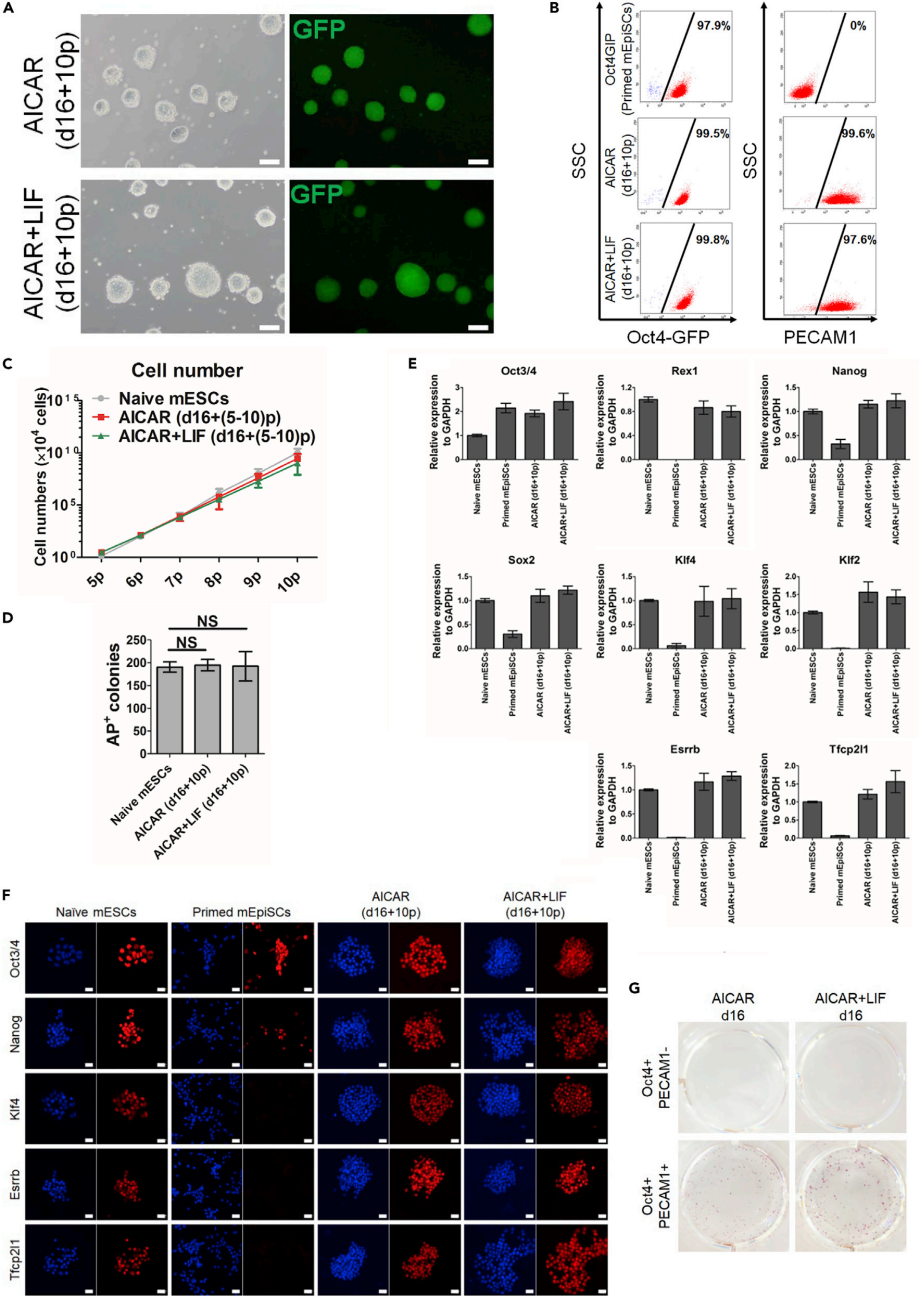
AICAR-reverted cells show naive pluripotency features (A) Cell morphology and Oct4-GFP expression in AICAR- and AICAR + LIF-reverted cells. After treatment with AICAR or AICAR + LIF in Basal medium for 16 days, cells were harvested and re-cultured in 2i/L condition for 10 passages (d16 + 10p). Scale bars, 200 μm. (B) FACS analysis for Oct4-GFP and PECAM1 in maintained primed mEpiSCs (Oct4GIP) and cells reverted by AICAR or AICAR + LIF (d16 + 10p). Percentages are Oct4-GFP-positive or PECAM1-positive cells in total cells. (C) Proliferation of reverted cells. Numbers of reverted cells during passages 5 to 10 compared with naive mESCs in 2i/L (mean ± SD; n = 5). (D) Alkaline phosphatase-positive (AP ^+^) colony formation assay. Five hundred reverted cells (d16 + 10p) or naive mESCs were plated in 2i/L condition. After 5 days of culture, AP^+^ colonies were counted (mean ± SD, n = 5, NS, not significant). (E) Naive and pluripotent gene mRNA expressions (qPCR) in naive mESCs, primed mEpiSCs (Oct4GIP), and cells reverted by AICAR or AICAR + LIF (d16 + 10p). Naive mESCs: Rex1-GFP cells maintained in 2iL. Expression levels are normalized to GAPDH. Data are represented as the mean ± SD (n = 5; with technical triplicates). The results of naive ESCs were set to 1. (F) Immunofluorescence staining for naive and pluripotent markers (red) in naive mESCs (Rex1-GFP), primed mEpiSCs (Oct4GIP), and cells reverted by AICAR or AICAR + LIF (d16 + 10p). DAPI (blue), nuclear staining. Scale bars, 20 μm. (G) AP-staining colony assay of Oct4^+^PECAM1^+^ and Oct4^+^PECAM1^-^ cells reverted by AICAR or AICAR + LIF. Oct4^+^PECAM1^+^ and Oct4^+^PECAM1^-^ cells were sorted after 16 days of AICAR or AICAR + LIF treatment, respectively. Then, 500 cells from each condition were plated in 2i/L condition. After 5 days of maintenance, AP staining was performed. See also Figure S3.

We further evaluated the global gene expression of the AMPK-induced reverted cells by RNA-seq. 

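Bulk RNA-seq covered 22 libraries, each the only one of its cell line, treatment, day and passage, so that no condition had a replicate library. The naive state was represented by 1 library of Rex1-GFP mESCs, which carry a GFP reporter of the naive marker Rex1 (Zfp42), and the primed state by 1 library of Oct4GIP mEpiSCs and 1 library of 129/MSM mEpiSCs. Cells expanded in 2iL (inhibitors of MEK and GSK3 with LIF) gave 4 Oct4GIP libraries after 2 or 3 passages (AICAR or AICAR+LIF) and 7 libraries after 10 passages, of which 5 were Oct4GIP (AICAR, AICAR+LIF, A769662, A769662+LIF and metformin+LIF) and 2 were 129/MSM (AICAR and AICAR+LIF). A further 8 Oct4GIP libraries came from whole cultures before expansion, at day 8 and day 16 in Basal medium, 2iL, AICAR or AICAR+LIF. AICAR was used at 0.5 mM for the first 6 days and at 1 mM thereafter, A769662 at 50 μM and metformin at 1 mM. In the comparisons below, libraries of one state stand in as samples of that state, and their spread therefore includes differences between activators, passages and cell lines. The authors deposited the number of reads counted on each Ensembl gene, without normalization. They sequenced stranded mRNA libraries as single reads, mapped them with Bowtie2 to the Ensembl GRCm38 transcript sequences and kept alignments with a MAPQ of at least 1, so that reads shared by near-identical paralogs could be lost or assigned to either copy. The total count was 3189765 for naive mESCs and 2584715 and 2965743 for primed Oct4GIP and 129/MSM mEpiSCs. It ranged from 2678787 to 3404489 (median 2963711) at d16+2–3p, from 1689495 to 3380314 (median 2638336) at d16+10p, from 438771 to 2860985 (median 1676466) at d8 and from 2686012 to 5290163 (median 3033660) at d16. The lowest totals were those of AICAR+LIF d8 (438771), AICAR d8 (956357) and AICAR d16+10p (1689495). The smallest level that 3 counts can show was 0.567 CPM (counts scaled to the library total) in the deepest library, Basal d16, and 6.84 CPM in AICAR+LIF d8, and such limits cover counting error only. For the PCA and correlations, counts were converted to log2 CPM by limma voom on total counts with no sample categories. The paper states limma voom without categories but not how library sizes were set. For single genes, CPM were scaled by edgeR's TMM factors, which lay between 0.869 (2iL d16) and 1.19 (AICAR+LIF d8). Differences between states were tested with edgeR's quasi-likelihood test on the counts with Benjamini-Hochberg adjustment, after edgeR's filterByExpr had kept 18739 of the 34489 genes.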

Principal-component analysis (PCA) of 34,489 genes showed that reverted cells were closely similar to naive mESCs (Figure S4). Furthermore, the identified PCF (pluripotent cell fate) gene signature was reported to reveal a better separation of naive and primed pluripotent cells than global transcripts (Fidalgo et al., 2016). 

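In the PCA of all genes, each centred and scaled to unit variance, PC1, PC2 and PC3 held 29.8%, 21.3% and 6.26% of the variance. Over these 3 components, the Euclidean distance from the naive mESC library ranged from 20.2 to 93.9 for the 11 reverted libraries. It was 159 for primed Oct4GIP and 135 for primed 129/MSM mEpiSCs, from 188 to 388 for the 4 libraries at d8 and from 215 to 257 for the 4 libraries at d16, so that every reverted library lay nearer to naive mESCs than any other library did. The largest distance among reverted libraries was that of AICAR d16+10p (Oct4GIP), and the next largest was 49.4 (AICAR+LIF d16+2p). The 3 libraries with the lowest totals also had the highest scores on PC2, which were 254 for AICAR+LIF d8, 128 for AICAR d8 and 73.9 for AICAR d16+10p. The share of PC1 moved most when the PCA was restricted to the 2036 most variable genes, which are not the PCF genes, where it was 75.1%.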

PCA using 2,036 PCF genes successfully depicted the naive and primed cells. 

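Similarity to naive mESCs was also measured without components, as Pearson's r across the 34489 genes between the log2 CPM of each library and those of the naive mESC library. Genes are not independent replicates, so r served as a measure of similarity for each library and not as a test. It lay between 0.942 and 0.958 in the 11 reverted libraries, was 0.886 in primed Oct4GIP and 0.888 in primed 129/MSM mEpiSCs, and averaged 0.839 ± 0.009 (SD, n = 4 libraries) at d8 and 0.814 ± 0.009 (SD, n = 4 libraries) at d16. The mean r of the 11 reverted libraries exceeded that of the 8 libraries at d8 and d16 by 0.126 (two-sided exact permutation test over all splits, p = 1.3e-05, the smallest p that 11 against 8 libraries allow). With the 2 primed libraries no test against primed mEpiSCs of this kind was run, and both fell below every reverted library. The difference between reverted and d8 or d16 libraries moved most when only the genes kept by filterByExpr were used, where it was 0.313.

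**Figure D1:**
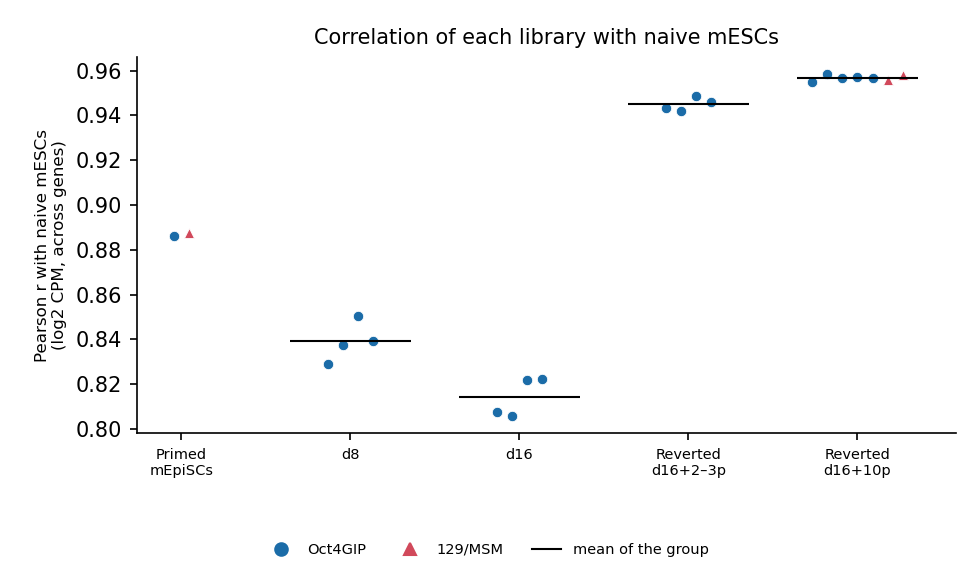
Pearson's r of each library with the naive mESC library, across genes on the log2 CPM scale (vertical axis), by state (horizontal axis). Each point is 1 library, circles are Oct4GIP and triangles 129/MSM, and black lines are the means of groups with more than 2 libraries. All reverted libraries lie at or above 0.942, above both primed libraries.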

After expanding AMPK activator-induced cells with several passages in 2iL condition (d16+2p, 3p, 10p), all reverted cells belonged to a cluster near naive mESCs and were mutually exclusive from the clusters of primed mEpiSCs and AMPK activator-treated cells before expansion with 2iL condition (d8 and d16) (Figure 3A). The first principal component (PC1) captured much of the variation, indicating a clear correspondence of reverted cells to naive cells but not primed ones (Figure 3A). 

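On PC1 of the PCA of all genes, the naive mESC library scored −85.5 and the 11 reverted libraries scored from −102 to −32.2, whereas primed Oct4GIP and 129/MSM mEpiSCs scored 14.3 and 12.9. The list of PCF genes was not used here. Between the 7 reverted d16+10p libraries and the 2 primed libraries, 6863 of the 18739 genes tested had an adjusted p-value under 0.05, of which 3130 were higher and 3733 lower in reverted cells. The fit used all 22 libraries to estimate the spread. On simulated counts it called 200 of 200 genes changed by 2 on the log2 scale. Those counts had no differences between cell lines, activators or passages within a state, so they do not give the power of the real comparison. The number of genes moved most when only the 7439 genes with at least 10 counts in every library were tested, where it was 2880. Primed 129/MSM mEpiSCs were cultured on MEF feeders and primed Oct4GIP mEpiSCs on fibronectin. The mean log2 CPM of 20 feeder marker genes was 4.69 in primed 129/MSM and 1.02 in primed Oct4GIP mEpiSCs. Their median difference between reverted and primed libraries was −2.65 in mean log2 values. Feeder reads in 1 of the 2 primed libraries may thus account for some genes lower in reverted cells. Among the genes with the largest rise, Dppa5a (ENSMUSG00000060461, GRCm38 chromosome 9, 78367052 to 78368177) had 1071 ± 172 CPM (SD, n = 7 libraries) in reverted d16+10p cells and at most 2 counts in a primed library, and was at least 956-fold higher (adjusted p = 8.26e-12, edgeR). Dazl (ENSMUSG00000010592, chromosome 17, 50279395 to 50293636) and Tcl1 (ENSMUSG00000041359, chromosome 12, 105216750 to 105222793) had no counts in either primed library and were at least 127-fold and at least 81.9-fold higher (adjusted p = 3.14e-06 and 3.72e-07, edgeR). 2410141K09Rik (ENSMUSG00000074832, chromosome 13, 66418114 to 66441118) and Tuba3a (ENSMUSG00000067702, chromosome 6, 125278274 to 125286042) were at least 166-fold and at least 84.5-fold higher, but both belong to gene families with near-identical copies among which reads could be lost or misassigned. Tuba3a was at 56.2 to 230 CPM in the 5 Oct4GIP libraries and at 6.48 and 9.30 CPM in the 2 129/MSM libraries. Among the genes with the largest fall, Slc39a8 (ENSMUSG00000053897, chromosome 3, 135825279 to 135888572) was at 253 and 147 CPM in primed Oct4GIP and 129/MSM mEpiSCs and was at least 119-fold lower in reverted cells (adjusted p = 2.29e-11, edgeR). Car14 (ENSMUSG00000038526, chromosome 3, 95897768 to 95904691), Enpp2 (ENSMUSG00000022425, chromosome 15, 54838901 to 54952892) and Kcnj3 (ENSMUSG00000026824, chromosome 2, 55435970 to 55598145) were at least 94.7-fold, 73.5-fold and 60.2-fold lower, with at most 1 count in any reverted d16+10p library. Fgf5 (ENSMUSG00000029337, chromosome 5, 98254184 to 98277030) was at 325 CPM in primed 129/MSM and 33.99 CPM in primed Oct4GIP mEpiSCs, and had counts in only 1 of the 7 reverted libraries.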

Reverted cells showed a short distance when cells were passaged only two or three times (d16+2p, 3p) in 2iL condition but almost coincided with naive mESCs after 10 passages (d16+10p), indicating that the reverted cells could fully obtain naive properties after enough passages in 2iL condition. 

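Over the first 3 components of the PCA of all genes, the distance from naive mESCs was 37.99 ± 25.5 (SD, n = 7 libraries) at d16+10p and 37.3 ± 8.49 (SD, n = 4 libraries) at d16+2–3p. The difference of 0.719 was far smaller than the spread between libraries (two-sided exact permutation test over 330 splits, p = 0.976). AICAR d16+10p of Oct4GIP, at 93.9, raised both the mean and the SD at d16+10p. The other d16+10p libraries were at 20.2 to 38.4, and those at d16+2–3p at 31.3 to 49.4. Without AICAR d16+10p of Oct4GIP, the mean distance at d16+10p falls below the 37.3 at d16+2–3p. The positive sign of the difference therefore rested on 1 library, and the difference without it was not tested. The difference moved most when every library was thinned at random to the total of the smallest one. The distances were then 16.1 ± 9.17 at d16+10p and 47.4 ± 5.71 at d16+2–3p, a difference of −31.3 (exact permutation test, p = 0.0030, the smallest p that 7 against 4 libraries allow). With the 18739 genes kept by filterByExpr the difference was −30.2 (exact permutation test, p = 0.0030). Pearson's r with the naive library, across all genes, was 0.957 ± 0.0012 (SD, n = 7) at d16+10p and 0.945 ± 0.0028 (SD, n = 4) at d16+2–3p, a difference of 0.0118, and each of the 7 libraries exceeded each of the 4 (two-sided exact permutation test, p = 0.0030, again the smallest possible). All 4 libraries at d16+2–3p were Oct4GIP cells reverted with AICAR or AICAR+LIF, whereas the 7 at d16+10p included other activators and 129/MSM. Among Oct4GIP libraries alone (5 against 4) r differed by the same amount (exact permutation test, p = 0.0079, the smallest possible). The permutation tests treat libraries as independent. Which libraries at 2 and 3 passages share a culture is not stated in the paper, so these p-values may be too small. In edgeR's quasi-likelihood test, 1753 genes had an adjusted p-value under 0.05 between the passages, 890 of them higher and 863 lower at d16+10p, and 584 genes did so in thinned counts, an alternative chosen after seeing the data. Spry4 (ENSMUSG00000024427, GRCm38 chromosome 18, 38586247 to 38601415), an inhibitor of receptor tyrosine kinase signalling, was at 38.1 CPM on average at d16+2–3p and at no more than 3 counts in any d16+10p library, a level at least 22.8-fold lower (adjusted p = 1.34e-05, edgeR). Gja1 (ENSMUSG00000050953, chromosome 10, 56377330 to 56402513) and Dnmt3l (ENSMUSG00000000730, chromosome 10, 78041947 to 78063622) were lower at d16+10p by log2 fold changes of −4.88 (standard error 0.47) and −4.71 (standard error 0.54), with adjusted p-values of 8.87e-06 and 1.36e-04 (edgeR). C130074G19Rik (ENSMUSG00000039349, chromosome 1, 184871926 to 184883218) and Nupr1 (ENSMUSG00000030717, chromosome 7, 126623249 to 126630861) were higher by 3.95 (standard error 0.66) and 3.54 (standard error 0.62), with adjusted p-values of 9.1e-04 and 0.00115 (edgeR). From the positions of these libraries in its PCA of PCF genes (Fig. 3A), where cells passaged a few times lay a short way from naive mESCs and cells passaged 10 times almost on them, the paper concludes that reverted cells can fully acquire naive properties after enough passages in 2iL.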

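Within the whole cultures before expansion, the 4 libraries with AICAR or AICAR+LIF were compared with the 4 libraries in Basal medium or 2iL, with the day as a covariate. Of 14026 genes tested, 497 were higher and 850 lower with AICAR (adjusted p-value under 0.05 in edgeR's quasi-likelihood test). This number depended strongly on the model and was 37 with no term for the day. The balance of directions was not stable either. It was 822 higher and 524 lower in limma voom, and 776 and 650 in edgeR without normalization factors. All other settings that called genes had more lower than higher. When AICAR alone was compared with Basal medium alone, 0 genes had an adjusted p-value under 0.05, and 2778 had an unadjusted p-value under 0.05. That fit had 2 libraries per side and a term for the day, which leaves 1 residual degree of freedom. It therefore cannot tell whether AICAR alone had an effect. Pou5f1 (Oct4, ENSMUSG00000024406, GRCm38 chromosome 17, 35506018 to 35510772) was higher with AICAR by a log2 fold change of 4.17 (standard error 0.67, adjusted p = 0.0119, edgeR). Its level was 13.7 and 34.5 CPM in AICAR and AICAR+LIF at d8 and 3.71 and 21.2 CPM at d16, against 0.742 to 1.37 CPM in Basal medium and 2iL. Lefty1 (ENSMUSG00000038793, chromosome 1, 180935022 to 180938400) and Cdh1 (ENSMUSG00000000303, chromosome 8, 106603351 to 106670246) were higher by 6.11 (standard error 1.05, adjusted p = 0.015) and 5.07 (standard error 0.68, adjusted p = 0.00802, edgeR). Relative to the mean of the 5 Oct4GIP d16+10p libraries, AICAR+LIF d16 held 2.58% of the Pou5f1 level (57 counts) and 4.18% of the Nanog level (77 counts). Zfp42 and Dazl had 0 counts in that library, and Dppa5a and Nr5a2 had 1 count each. At its depth, 3 counts amount to 0.271% of the reverted level for Zfp42, 0.110% for Dppa5a, 0.752% for Dazl and 0.953% for Nr5a2, and lower shares rest on at most 2 reads. Esrrb had 5 counts (0.286%), Tfcp2l1 13 (0.344%) and Pecam1 24 (5.51%) in that library. Libraries without AICAR reached higher shares of these 3 genes (0.474% in Basal d8, 0.764% in Basal d16 and 6.75% in 2iL d8). By these counts, cells with the Zfp42 and Dppa5a levels of reverted cells could be only a very small share of AICAR+LIF d16. The paper's FACS counted a larger share of Oct4-GFP and PECAM1 double-positive cells in this condition. FACS measured a reporter and a surface protein, and the paper does not state whether the same culture was sequenced. In AICAR d16, Zfp42, Dazl and Nr5a2 had 0 counts, Dppa5a had 1 and Pou5f1 had 12 (0.451% of the reverted level). Nanog had 14 counts there (0.631%), a share between those of Basal d16 (0.433%) and 2iL d16 (0.711%). In AICAR+LIF d8 the shares were 4.19% for Pou5f1 (18 counts) and 10.6% for Nanog (38 counts), larger than in AICAR+LIF d16. Basal d16, which was the deepest library, had 2 counts of Zfp42 and 16 of Esrrb.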

Even though d16 cells included some naive-like Oct4-GFP and PECAM1 double-positive cells (Figure 1D, 1E, S1B, and S1C), global gene expression patterns were not reflected in these cells, possibly because their population was small before passaging and expanding in 2iL condition. 

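On PC1 of the PCA of all genes, the 4 libraries at d8 scored from 92.8 to 204 and the 4 libraries at d16 from 100.5 to 119, beyond the primed libraries on the side away from naive mESCs. The libraries at d8 with the highest scores were AICAR d8 (144) and AICAR+LIF d8 (204), which also had the lowest totals. After all libraries were thinned to the same total, PC1 ran from 70.6 to 100.96 at d8 and from 112 to 138 at d16, and the primed libraries scored 11.2 (Oct4GIP) and 17.3 (129/MSM). Pearson's r with primed Oct4GIP mEpiSCs, across genes, was from 0.887 to 0.901 at d8 and from 0.862 to 0.876 at d16. With naive mESCs it was lower in each of these 8 libraries, from 0.8288 to 0.851 at d8 and from 0.806 to 0.822 at d16. These cultures were grown on MEF feeders, and reads of feeder cells were not separated from those of the treated cells.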

PC1 largely depicted major populations until d16 that were differentiating and separating from the naive and primed stem cell populations. 

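The panel of Fig. 3B comprised 62 genes with counts. When the 15 libraries shown there were clustered on the log2 CPM of these genes (Euclidean distance, complete linkage) and the tree was divided into 2 branches, 10 libraries, the naive mESC library and 9 reverted Oct4GIP libraries, formed 1 branch, and 5 libraries the other. The same 10 and 5 were obtained with average linkage, with 1 minus Pearson's r as the distance and with genes scaled to unit variance. With all 22 libraries, the branch of naive mESCs held 12 libraries, among them all 11 reverted libraries and 0 of the primed, d8 or d16 libraries. Over the panel, the Euclidean distance from naive mESCs was 8.01 ± 0.83 (SD, n = 7 libraries) at d16+10p and 12.9 ± 2.36 (SD, n = 4) at d16+2–3p, compared with 33.6 and 35.1 for the 2 primed libraries, 38.3 ± 3.57 (SD, n = 4) at d8 and 39.9 ± 1.84 (SD, n = 4) at d16. Reverted and other libraries were thus separated by far more than the spread between reverted libraries.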

The heatmap of the mRNA expression chosen from another panel of genes for pluripotency regulators and lineage markers (Takashima et al., 2014) revealed that the naive-like cells induced by different AMPK activators shared a similar expression pattern with naive mESCs and different from that of primed mEpiSCs (Figure 3B). 

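The transcripts of 5 naive markers were followed in each library as TMM-scaled CPM. Zfp42 (ENSMUSG00000051176) lies on GRCm38 chromosome 8 from 43295063 to 43306980 and was at 588 CPM in naive mESCs, 454 ± 110 CPM (SD, n = 7 libraries) at d16+10p and 545 ± 125 CPM (SD, n = 4) at d16+2–3p. Each primed library had 1 count of Zfp42, and reverted d16+10p cells were at least 405-fold higher (adjusted p = 5.15e-10, edgeR). Esrrb (ENSMUSG00000021255, chromosome 12, 86361117 to 86521628) was at 791 CPM in naive mESCs and 690 ± 91.9 CPM at d16+10p, with 4 and 3 counts in primed Oct4GIP and 129/MSM mEpiSCs (log2 fold change 9.12, standard error 0.53, adjusted p = 1.6e-10, edgeR). Nr5a2 (ENSMUSG00000026398, chromosome 1, 136842571 to 136960448) was at 151 CPM in naive mESCs and 119 ± 20.2 CPM at d16+10p, and was at least 106-fold higher in these than in primed libraries, which had 0 and 2 counts (adjusted p = 7.81e-10, edgeR). Tfcp2l1 (ENSMUSG00000026380, chromosome 1, 118627945 to 118685168) was at 1191 CPM in naive mESCs, 1453 ± 188 CPM at d16+10p and 771 ± 59.8 CPM at d16+2–3p, a log2 fold change of 6.49 (standard error 0.43, adjusted p = 8.52e-10, edgeR) between d16+10p and primed libraries. It was the only one of the 5 that differed between the passages (log2 fold change 0.96, standard error 0.23, adjusted p = 0.0103, edgeR). Klf2 (ENSMUSG00000055148, chromosome 8, 72319033 to 72321656) was at 345 CPM in naive mESCs and 237 ± 42.9 CPM at d16+10p, with a log2 fold change of 6.44 against primed libraries (standard error 0.59, adjusted p = 6.38e-08, edgeR). Chromosome 8 as a whole was read higher in the naive library than in most reverted libraries, which bears on Zfp42 and Klf2. The naive level was within the range of the 7 d16+10p libraries for Zfp42 and Esrrb, above all of them for Nr5a2 and Klf2 and below all of them for Tfcp2l1, and with 1 naive library these differences from naive mESCs have no replicate check. Pou5f1, at 793 CPM in naive mESCs and 840 ± 85.5 CPM at d16+10p, did not differ between reverted and primed libraries (log2 fold change 0.39, standard error 0.68, adjusted p = 0.699, edgeR).

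**Figure D2:**
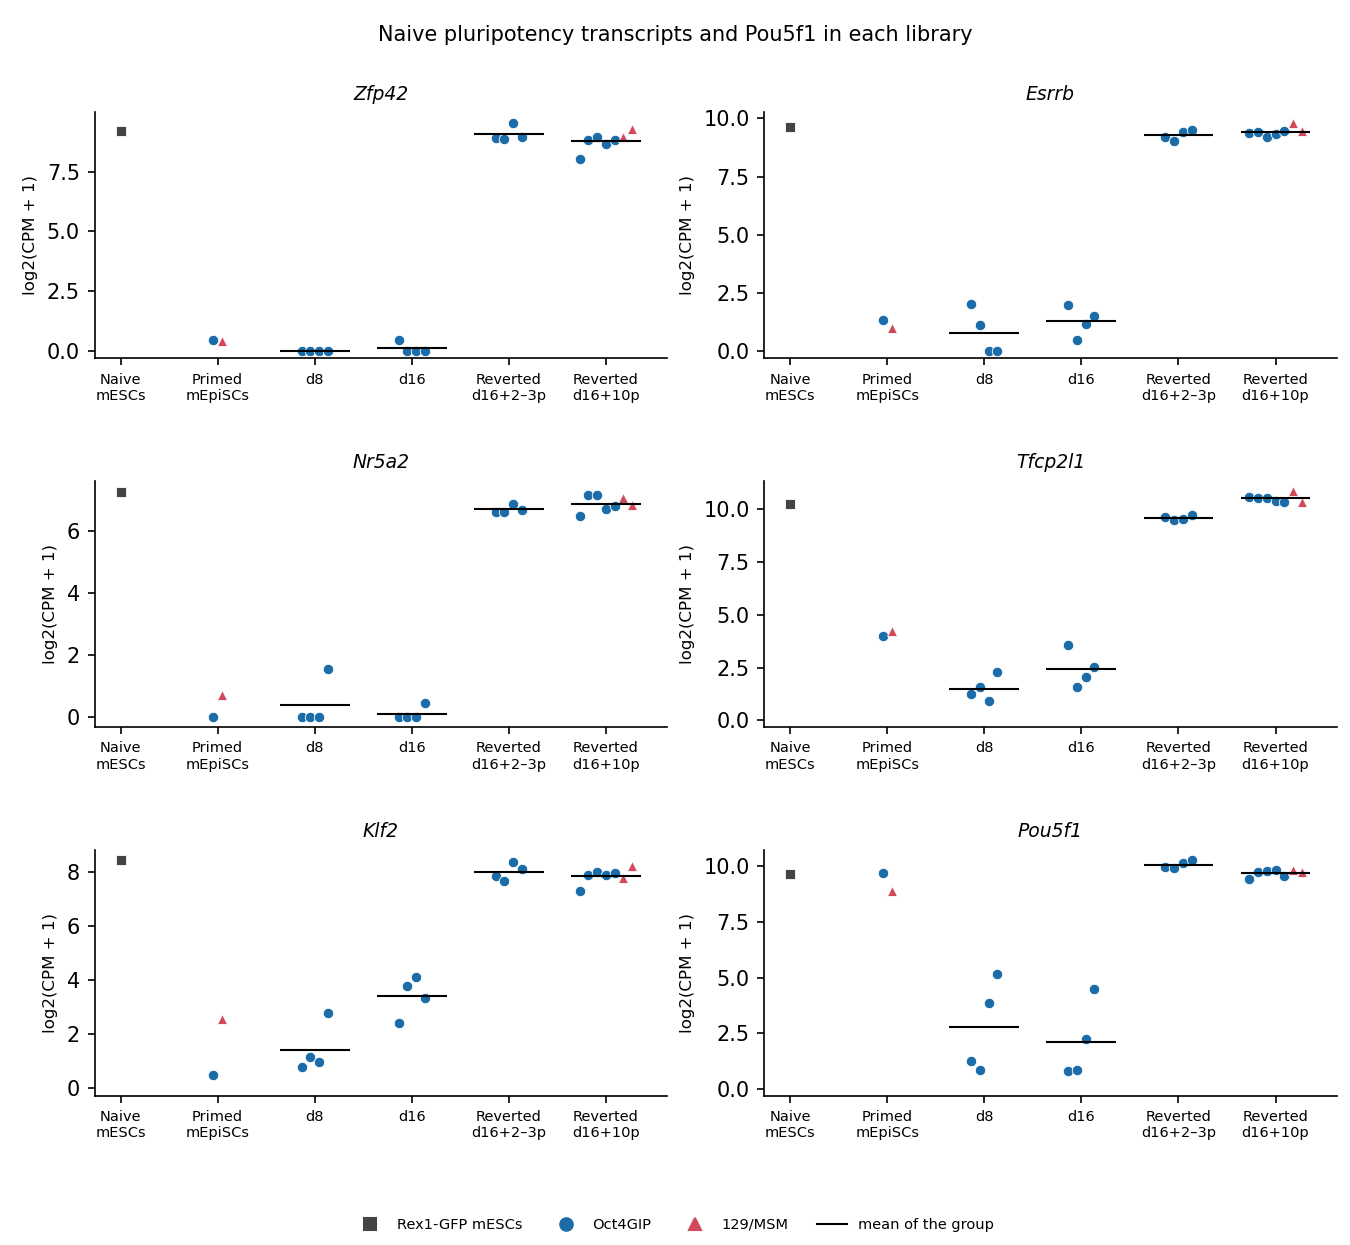
Levels of 5 naive markers and Pou5f1 in each library as log2(CPM + 1) on the vertical axis, by state on the horizontal axis. Squares are Rex1-GFP naive mESCs, circles Oct4GIP and triangles 129/MSM, each point is 1 library, and black lines are means of groups with more than 2 libraries. The markers are at high levels in naive and reverted libraries, Zfp42 has at most 2 counts in any primed, d8 or d16 library, and Pou5f1 is also high in the 2 primed libraries.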

For example, naive markers Esrrb, Zfp42 (also known as Rex1), Nr5a2, Tfcp2l1, and Klf2 were expressed in reverted cells at levels comparable to those in naive mESCs. In contrast, lineage markers such as Desmin, Eomoesdermin, T, and Foxa2 were lower in reverted cells than in primed mEpiSCs. In addition to Oct4GIP mEpiSCs, we also examined another mEpiSC line, 129/MSM, obtained from mating male MSM/Ms mice and female 129X1/SvJ mice (Yagi et al., 2019). 

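The 4 lineage markers behaved differently in the 2 primed lines. Des (Desmin, ENSMUSG00000026208, GRCm38 chromosome 1, 75360329 to 75368579) was at 45.2 CPM in primed Oct4GIP and 14.8 CPM in primed 129/MSM mEpiSCs and at 6.48 ± 4.64 CPM (SD, n = 7 libraries) at d16+10p, a log2 fold change of −2.18 (standard error 0.67, adjusted p = 0.0146, edgeR). Eomes (Eomesodermin, ENSMUSG00000032446, chromosome 9, 118478212 to 118486132) was at 152 CPM in primed 129/MSM but 12.0 CPM in primed Oct4GIP mEpiSCs, and at 6.28 ± 2.23 CPM at d16+10p (log2 fold change −3.68, standard error 0.73, adjusted p = 4.6e-04, edgeR). When primed 129/MSM was left out, the log2 fold change of Eomes was −0.92. With the cell line as a covariate and only the 2 groups, an alternative chosen after seeing the data, it was −3.15 (adjusted p = 0.00518, edgeR). Within Oct4GIP, Eomes was lower than in primed cells in 5 of 5 reverted libraries (4.19 to 9.49 CPM). Foxa2 (ENSMUSG00000037025, chromosome 2, 148042877 to 148046969) was at 71.8 CPM in primed 129/MSM and 3.36 CPM (9 counts) in primed Oct4GIP mEpiSCs, and at no more than 5 counts in any d16+10p library (log2 fold change −5.19, standard error 0.81, adjusted p = 4.22e-05, edgeR). Without primed 129/MSM it was −1.72. Within Oct4GIP, Foxa2 was lower than in primed cells in 5 of 5 reverted libraries, at 0.658 to 2.79 CPM (2 to 5 counts). The highest, AICAR d16+10p with 5 counts, lay close to the 3.36 CPM in primed cells, and counts this low carry a large counting error. The fit with the line as a covariate gave no value for Foxa2. T (Brachyury, ENSMUSG00000062327, chromosome 17, 8434423 to 8442496) was at 25.1 CPM in primed 129/MSM and 4.11 CPM (11 counts) in primed Oct4GIP mEpiSCs. At d16+10p it was at 33.2 and 17.8 CPM in the 2 129/MSM libraries and from 1.55 to 4.40 CPM in the 5 Oct4GIP libraries. The difference between reverted and primed libraries was smaller than the spread between libraries (log2 fold change −0.63, standard error 1.04, adjusted p = 0.677, edgeR), and the model had no term for the cell line. Without primed 129/MSM it was 1.18, but the 2 reverted 129/MSM libraries were then compared with primed Oct4GIP only. Within Oct4GIP, T was lower than in primed cells in 4 of 5 reverted libraries. With the line as a covariate, the log2 fold change of T was −0.21 (adjusted p = 0.708, edgeR). In naive mESCs, Des was at 2.88 CPM, Eomes at 12.2 CPM, T at 8.01 CPM and Foxa2 at 2 counts.

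**Figure D3:**
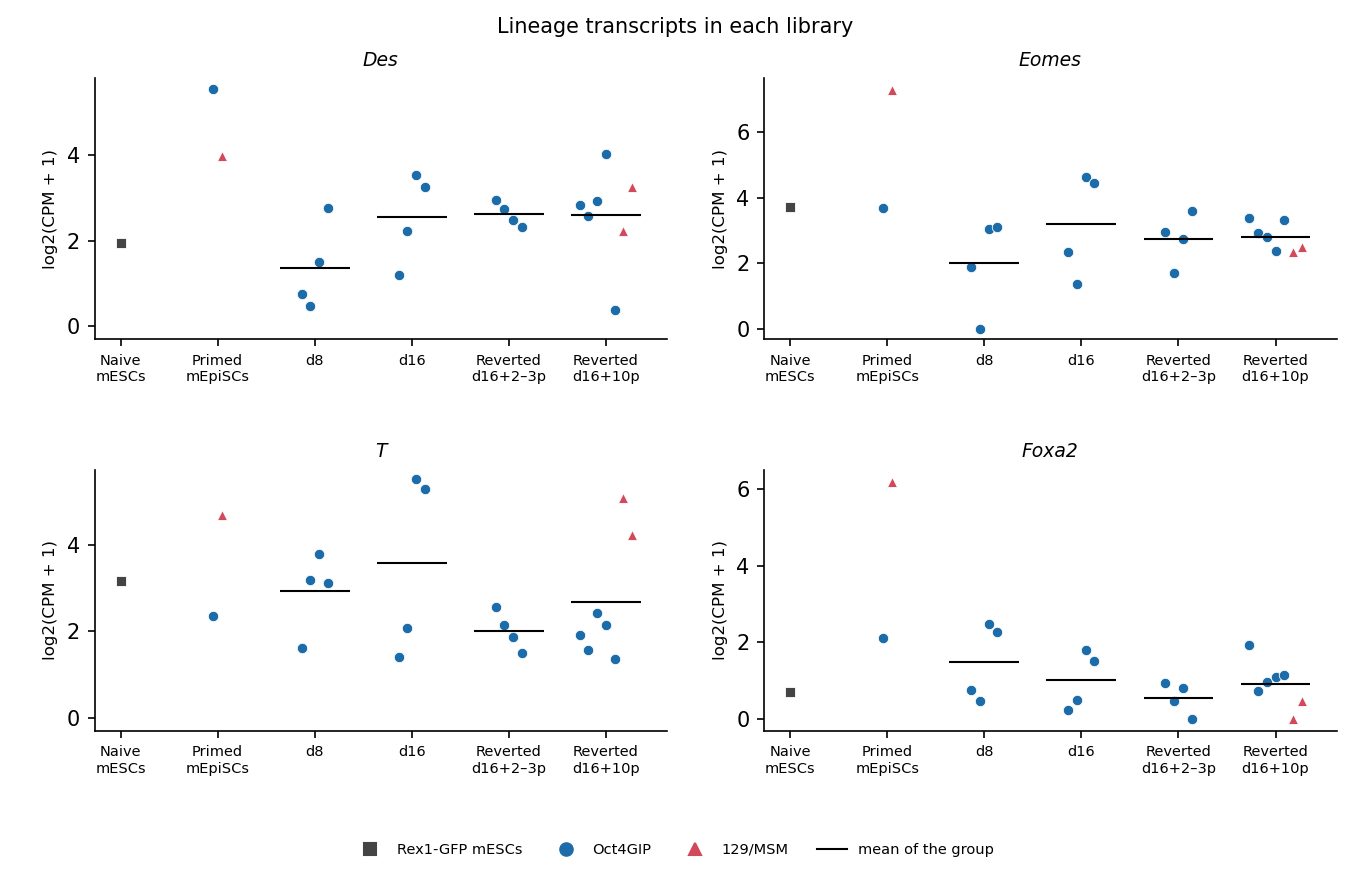
Levels of 4 lineage markers in each library as log2(CPM + 1) on the vertical axis, by state on the horizontal axis. Squares are Rex1-GFP naive mESCs, circles Oct4GIP and triangles 129/MSM, each point is 1 library, and black lines are means of groups with more than 2 libraries. Eomes and Foxa2 are highest in primed 129/MSM mEpiSCs, at 152 and 71.8 CPM, and T in reverted 129/MSM cells lies at 33.2 and 17.8 CPM, near the primed 129/MSM level of 25.1 CPM.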

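Cells of 129/MSM were sequenced in 1 primed library and in 2 libraries reverted with AICAR and with AICAR+LIF (d16+10p). In the PCA of all genes, their distances from naive mESCs were 38.4 (AICAR) and 33.9 (AICAR+LIF). These were larger than the distances of 4 of the 5 Oct4GIP libraries at the same passage (20.2 to 31.0) and smaller than that of AICAR d16+10p (93.9). The order depended on the setting. With genes kept by filterByExpr the distances were 3.00 and 12.3, against 12.0 to 31.6 in Oct4GIP. With thinned counts they were 2.71 and 14.3, against 9.17 to 27.2. Their r with naive mESCs across genes was 0.956 and 0.958, compared with 0.891 and 0.890 for their r with primed 129/MSM mEpiSCs. The change from primed to reverted cells in log2 CPM was computed in 129/MSM (mean of AICAR and AICAR+LIF minus primed) and in Oct4GIP in the same way. Across the genes kept by filterByExpr, which are not independent replicates, the changes in the 2 lines correlated with r = 0.637. The alternative that moved this value most, the use of all detected genes, gave r = 0.551. Among 5105 genes that changed by at least 1 on the log2 scale in both lines, 4552 (89.2%) changed in the same direction and 553 in opposite directions. When the heatmap panel was clustered over the full set of libraries, both reverted 129/MSM libraries joined the branch of naive mESCs and primed 129/MSM mEpiSCs did not, whereas Fig. 3B has no lanes for 129/MSM.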

Both the PCA and heatmap clearly showed that 129/MSM mEpiSCs were reverted into naive the state (Figures 3 and S4). Thus, AMPK activators can revert cells into a state that satisfies the *in vitro* criteria of naive mESCs.

**Figure 3:**
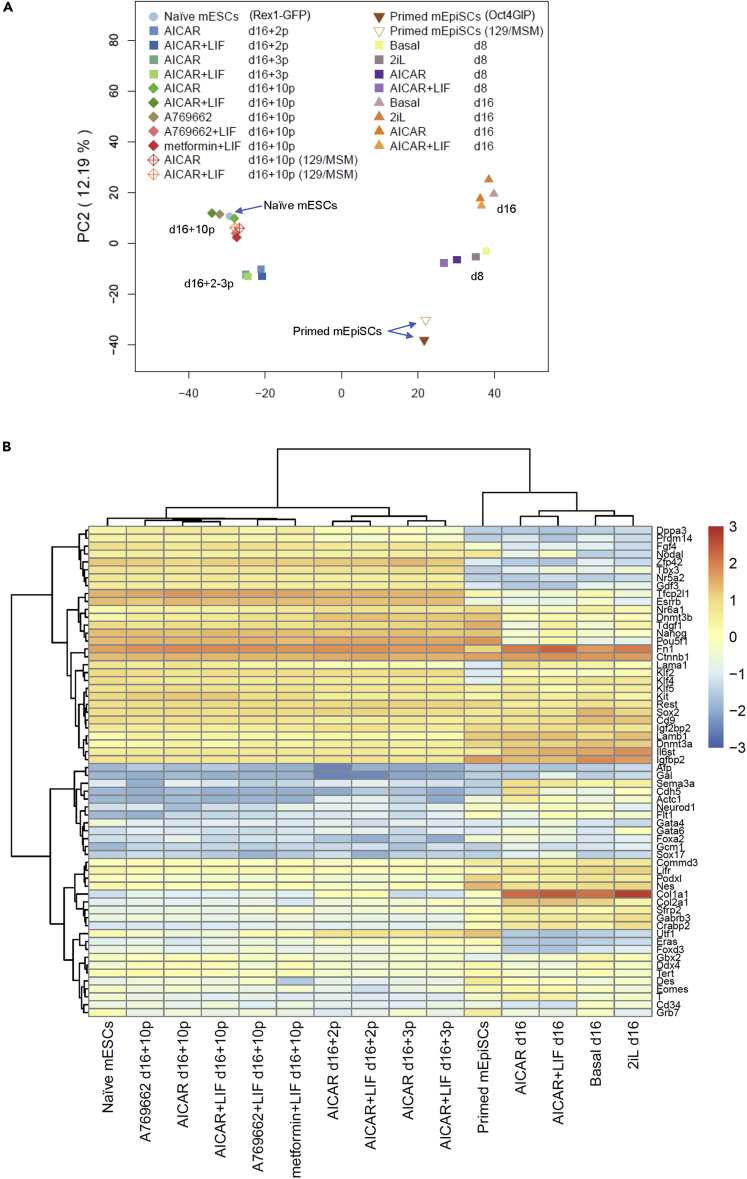
RNA-seq analysis during the reversion process (A) PCA of different cell types by PCF gene signatures (2,036 genes). Naive mESCs: Rex1-GFP cells; primed mEpiSCs: Oct4GIP cells and 129/MSM; and total cells reverted by different AMPK activators cultured in 2iL condition after several days (d) and passages (p). (B) Heatmap of gene expressions for pluripotency regulators and lineage markers revealed two major groups: naive-like populations shown in left 10 lanes, and primed-like populations shown in right 5 lanes. Red and blue colors indicate relatively high and low gene expression levels, respectively. See also Figure S4.

### Reverted cells contribute to chimera formation and germline transmission

Next, we confirmed the naive status of AMPK-induced cells more definitively by verifying the contribution to chimera formation and germline transmission. For these experiments, we used two primed mEpiSC lines, 129/Ba1 obtained from 129/Sv×C57BL/6N mice (Sugimoto et al., 2015) and 129/MSM. After treatment with AICAR alone or AICAR+LIF followed by maintenance and several passages in 2iL, 129/Ba1cells showed the naive-like colony morphology similar to Oct4GIP cells (Figure 4A). Naive-like reverted 129/Ba1 cells were injected into blastocysts of female ICR mice and examined for their contribution of chimera formation. The majority of pups showed successful coat color chimerism (Figure 4B). After mating male chimera mice with female ICR mice, agouti-coated mice were produced, indicating germline transmission of the 129/Ba1 cell genome (Figures 4C and 4D). In 129/MSM cells, the cell morphology and AP staining marking naive-like cells were successfully obtained (Figures S3H and S3I) and chimera formation was observed (data not shown). All these results indicate that AMPK activation can induce the reversion of primed mEpiSCs to naive mESCs.

**Figure 4:**
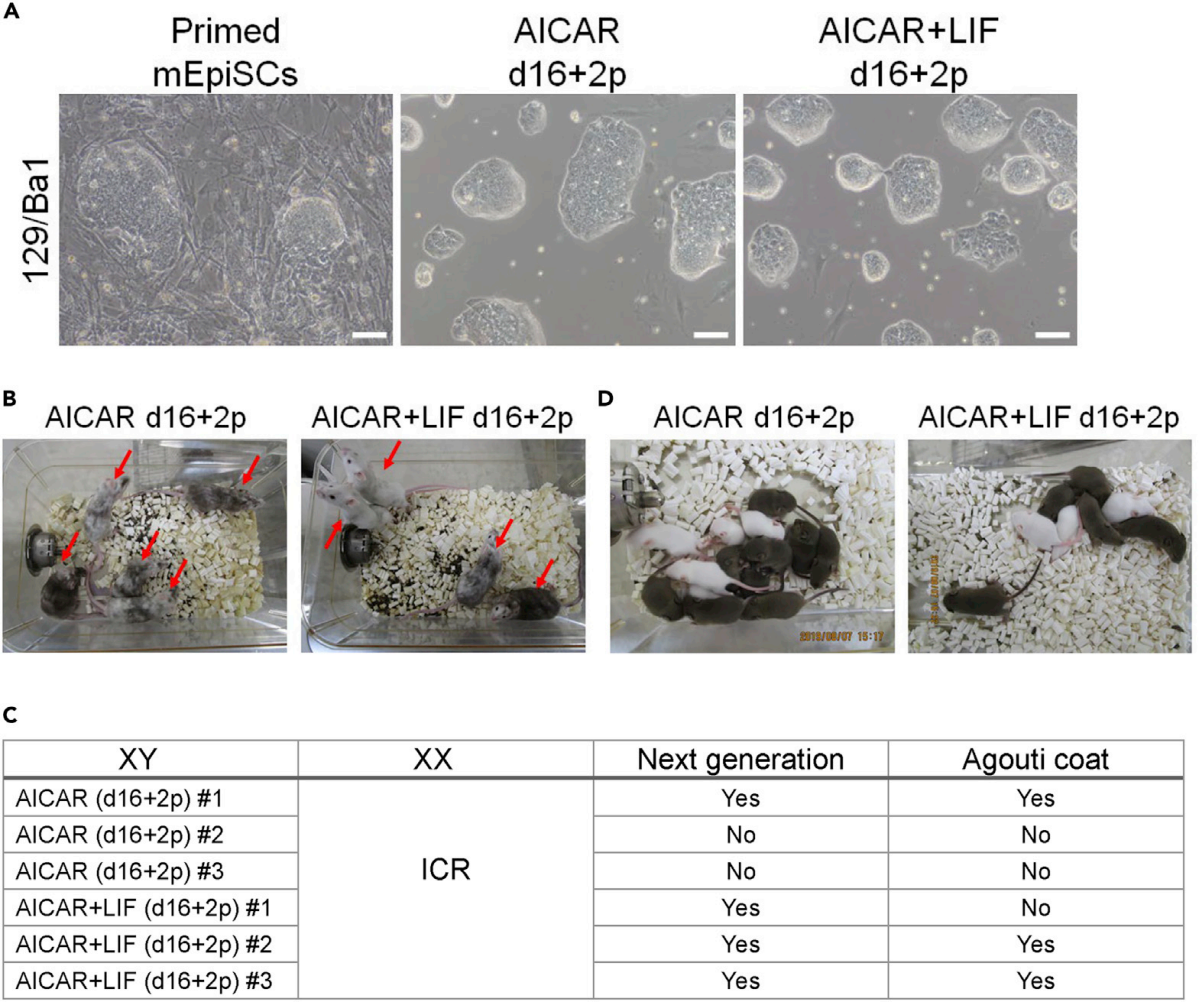
Reverted cells contribute to chimera formation and germline transmission (A) Cell morphology of the primed mEpiSC line 129/Ba1 and 129/Ba1 reverted by AICAR or AICAR + LIF (d16+2p). Scale bars, 200 μm. (B) Chimera mice after blastocyst injection. 129/Ba1 cells reverted by AICAR or AICAR + LIF after expansion in 2iL were injected into female ICR blastocysts. Red arrows indicate chimera mice. (C) Germline transmission. Male chimera mice were mated with wild-type female ICR mice. The summary of the mating results is shown. (D) Representative photographs of mice with the germline transmission. Agouti mice indicate germline transmission.

The reversion efficiencies of the AMPK activators in several cell lines are summarized in Table 1. We defined success of the reversion as naive-like colonies obtained from primed mEpiSCs maintained in 2iL condition. Notably, AMPK activator alone (AICAR or A769662) induced the appearance of naive-like cells from primed mEpiSCs. The addition of LIF enhanced the efficiency of the reversion, and in the case of AICAR, the efficiency reached 100% in all primed mEpiSCs examined (Oct4GIP, 129/Ba1, and 129/MSM). All these results indicate that AMPK activation can drive the reversion of primed mEpiSCs to the naive pluripotent state.

**Table 1:** Success rates of mEpiSC reversion by AMPK activators or p38 activation

Cell line	Reversion condition	Success times/total times	Success rate (%)
Oct4GIP	Basal	0/9	0
Oct4GIP	2iL	0/21	0
Oct4GIP	AICAR	5/10	50
Oct4GIP	AICAR + LIF	10/10	100
129/Ba1	Basal	0/2	0
129/Ba1	2iL	0/2	0
129/Ba1	AICAR	1/2	50
129/Ba1	AICAR + LIF	2/2	100
129/MSM	Basal	0/4	0
129/MSM	2iL	0/4	0
129/MSM	AICAR	3/5	60
129/MSM	AICAR + LIF	5/5	100
Total	Basal	0/15	0
	2iL	0/27	0
	AICAR	9/17	53
	AICAR + LIF	17/17	100
Oct4GIP	A769662	4/7	57
Oct4GIP	A769662+LIF	5/7	71.4
Oct4GIP	Metformin + LIF	5/7	71.4
Oct4GIP (ca-p38)	dox-	0/9	0
Oct4GIP (ca-p38)	LIF + dox-	0/9	0
Oct4GIP (ca-p38)	dox+	1/9	11.1
Oct4GIP (ca-p38)	LIF + dox+	3/9	33.3

### p38 is a critical downstream target in AMPK activator-elicited reversion

Next, we examined the molecular mechanisms of the AMPK activator-induced reversion to naive cells. We previously demonstrated that p38 is functional downstream of the AMPK signal to maintain naive pluripotency (Liu and Yamashita, 2019). The activation of p38 was also reported to promote the reprogramming of somatic cells to pluripotent stem cells (Xu et al., 2013). Thus, we hypothesized that p38 functions downstream of the AMPK signal during the reversion process. AMPK activators increased the phosphorylation of p38 compared with control cells (Figure S5A). We examined the effects of p38 inhibition on the AICAR + LIF-induced reversion to the naive state. Although the appearance of OCT4-GFP^+^ cells was similar, PECAM1 expression in OCT4-GFP^+^ cells was largely reduced by a p38 inhibitor (p38i), SB203580, at d16 (Figure 5A). Seven days after changing the medium to 2iL condition, we observed that whereas Oct4-GFP^+^/PECAM1^+^ cells began to grow from the AICAR + LIF-induced cells, Oct4-GFP^+^/PECAM1^+^ cells never appeared from AICAR + LIF + p38i-treated cells (Figure 5B). AP staining, which is negative when primed mEpiSCs are cultured in 2iL condition (Martello et al., 2012), was negative in AICAR + Lif + p38i-treated cells (Figure 5C). The appearance of naive-like cells elicited by A769662 + LIF or metformin + LIF was similarly blocked by SB203580 (Figures S5B and S5C). p38i did not affect the total cell number of AICAR + LIF-treated cells (d16) (Figure S5D) or naive mESCs (Figure S5E), suggesting that it blocks the naive conversion process but not cell expansion. These results indicated that p38 signaling is critical for the AMPK activation of the naive reversion process.

**Figure 5:**
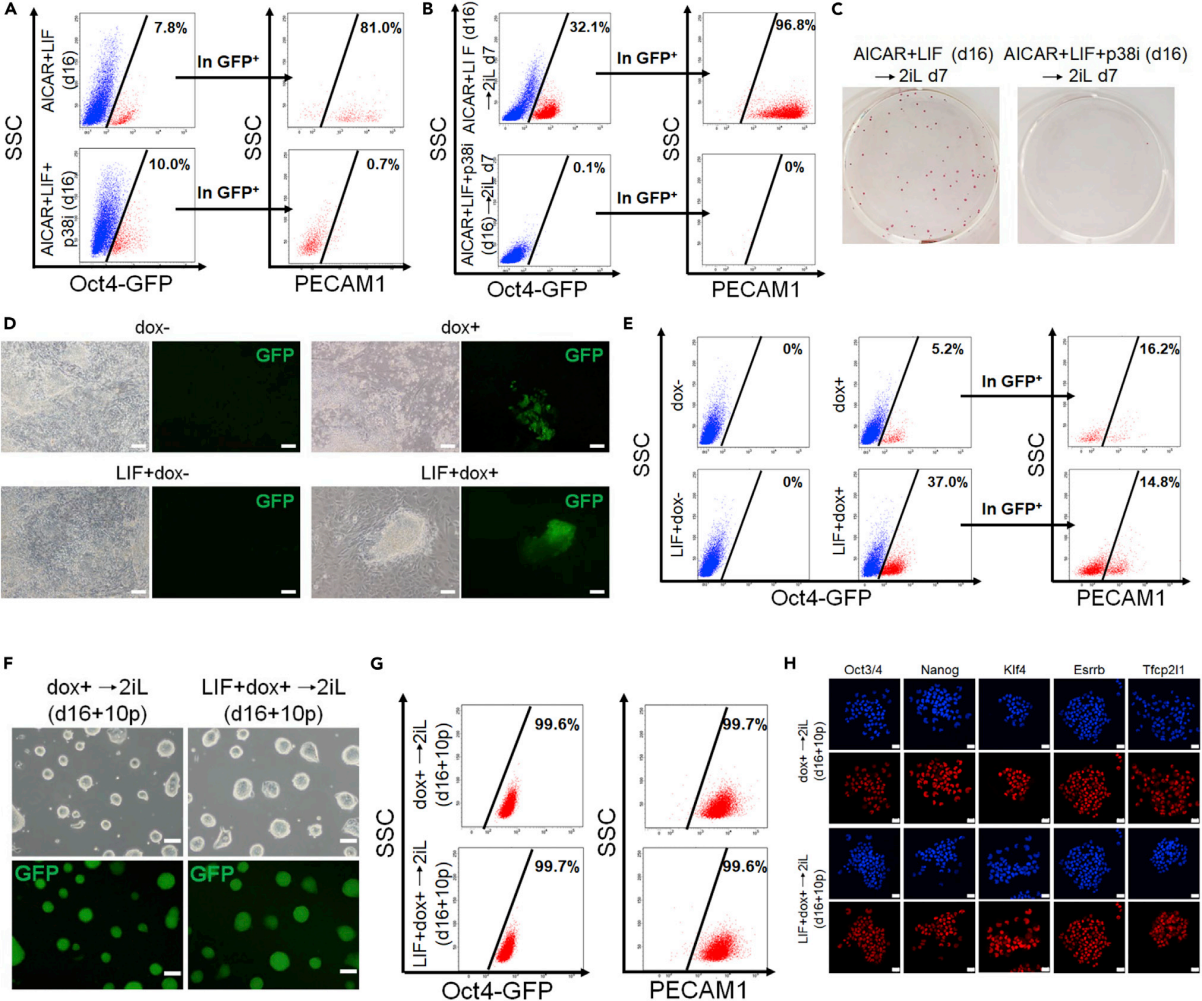
p38 is a critical downstream target in AMPK activator-elicited reversion (A–C) p38 inhibition perturbed the AICAR-induced reversion of primed mEpiSCs. (A) FACS analysis of AICAR + LIF and of AICAR + LIF + p38 inhibitor (p38i; SB203580 [10 μM])-treated cells (d16). Red represents the Oct4-GFP-positive fraction. Oct4-GFP-positive percentages in total cells (left panels) and PECAM1-positive percentages in the Oct4-GFP-postive population (right panels) are indicated. (B) FACS analysis of bulk cells cultured in 2iL for 7 days after reversion by AICAR + LIF or AICAR + LIF + p38i. Red represents the Oct4-GFP-positive fraction. Oct4-GFP-positive percentages in total cells (left panels) and PECAM1-positive percentages in the Oct4-GFP-postive population (right panels) are indicated. (C) AP staining of bulk cells cultured in 2iL for 7 days after reversion by AICAR + LIF or AICAR + LIF + p38i. (D–H) Reversion of primed mEpiSCs by p38 activation. A constitutively active form of p38 (CA-p38) was introduced into Oct4GIP and expressed with the dox-inducible system (dox+). (D) Representative cell morphology and Oct4-GFP expression after 16 days (d16) of dox (1 μg/mL) and/or LIF treatment. Scale bars, 200 μm. (E) FACS analysis for Oct4-GFP and PECAM1 expresssion after 16 days (d16) of dox and/or LIF treatment. Red represents the Oct4-GFP-positive fraction. Oct4-GFP-positive percentages in total cells (left panels) and PECAM1-positive percentages in the Oct4-GFP-postive population (right panels) are indicated. (F) Representative cell morphology and Oct4-GFP expression in cells reverted with dox+ or LIF+ dox+ condition after expansion in the 2iL condition (d16 + 10p). Scale bars, 200 μm. (G) FACS analysis for Oct4-GFP and PECAM1 in cells reverted with dox+ or LIF+ dox+ (d16 + 10p). Percentages are Oct4-GFP-positive or PECAM1-positive cells in total cells. (H) Immunofluorescence staining for naive and pluripotent markers (red) in cells reverted with dox+ or LIF+ dox+ (d16 + 10p). DAPI (blue), nuclear staining. Scale bars, 20 μm. See also Figure S5.

We also conducted p38 gain-of-function experiments. We generated an Oct4GIP cell line carrying a tetracycline-inducible (Tet-ON) constitutively active form of p38 that contains D176A and F327S mutations (Xu et al., 2013; Diskin et al., 2004) and activated the p38 pathway with doxycycline (dox) treatment (Figure S5F). p38 activation alone or with LIF induced the appearance of Oct4-GFP^+^ colonies after 16 days in Basal medium (Figure 5D). Among those Oct4-GFP^+^ cells, PECAM1^+^ cells were observed (Figure 5E). Then the medium was changed to 2iL condition, and the cells were passaged several times. Similar to the AMPK activator treatment experiments, homogeneous Oct4-GFP^+^ naive-like colonies appeared even with p38 activation alone (dox+) (Figure 5F). These cells were uniformly Oct4-GFP and PECAM1 double positive (Figure 5G) and showed clear naive marker protein expression (Figure 5H). As summarized in Table 1, the reversion efficiency with p38 activation was not as good as with AMPK activators, suggesting that p38 is critical but not sufficient for the AMPK-mediated reversion to the naive state.

### Single-cell RNA-seq transcriptome profiles of primed stem cell reversion to the naive state

Finally, we tried to elucidate the reversion process by AMPK activators using single-cell transcriptome analysis. We collected and analyzed the following 5 cell populations: naive mESCs carrying Rex1 promoter-driven GFPd2 gene (Rex1-GFP cells) (Bao et al., 2009; Wray et al., 2011), primed mEpiSCs (Oct4GIP cells), and cells with AICAR + LIF treatment at d8 (AICAR + LIF d8), at d16 (AICAR + LIF d16), and after expansion for 10 passages in 2iL condition (AICAR + LIF d16 + 10p). In total, 15,628 cells were analyzed. Cells were clustered into 17 populations by a t-distributed stochastic neighbor embedding (t-SNE) analysis (Figure 6A). Because clusters 5, 6, 11, 12, and 15 (inside the dotted line in Figure 6A) showed high and homogeneous Oct4 (gene name, Pou5f1) expression (Figure S6A), we considered these clusters as pluripotent stem cell populations including both naive and primed states. Cluster 11 represents naive mESCs (Rex1-GFP) (Figure 6B). Cluster 12 represents the main population of primed mEpiSCs (Oct4GIP) (Figure 6C), and other Oct4-negative cells in Figure 6C were considered MEF feeder cells. Eight days after treating primed mEpiSCs (Oct4GIP) with AICAR + LIF, most cells became negative for Oct4 (Figure 6D), suggesting they were the same as the cells that lost GFP expression around d8 after AICAR treatments (Figure S1A). At d16, when GFP^+^ cells re-appeared (Figure 1C), independent Oct4^+^ cluster (cluster 5 and 15) appeared (Figure 6E). After expanding these cells in 2iL condition for 10 passages, most moved to another independent Oct4^+^ cluster (cluster 6), the cluster nearest to naive mESCs (cluster 11) (Figure 6F). These results clearly demonstrated the AICAR-elicited reversion process from primed to naive cells, i.e.*,* after treatment with AICAR + LIF, GFP^+^ (Oct4^+^) primed cells (cluster 12) disappeared at d8, and then a small number re-appeared as a distinct population at d16 (cluster 5). After this intermediate reverting population (cluster 5) was cultured and expanded in 2iL condition, cells fulfilling various naive features (morphology, molecular markers, chimera formation, and germline transmission) were obtained (cluster 6). Cluster 11 (naive mESCs) and cluster 6 (AICAR-reverted cells) are very close but not identical, validating that these cells come from distinct cell lines with different genomic backgrounds.

**Figure 6:**
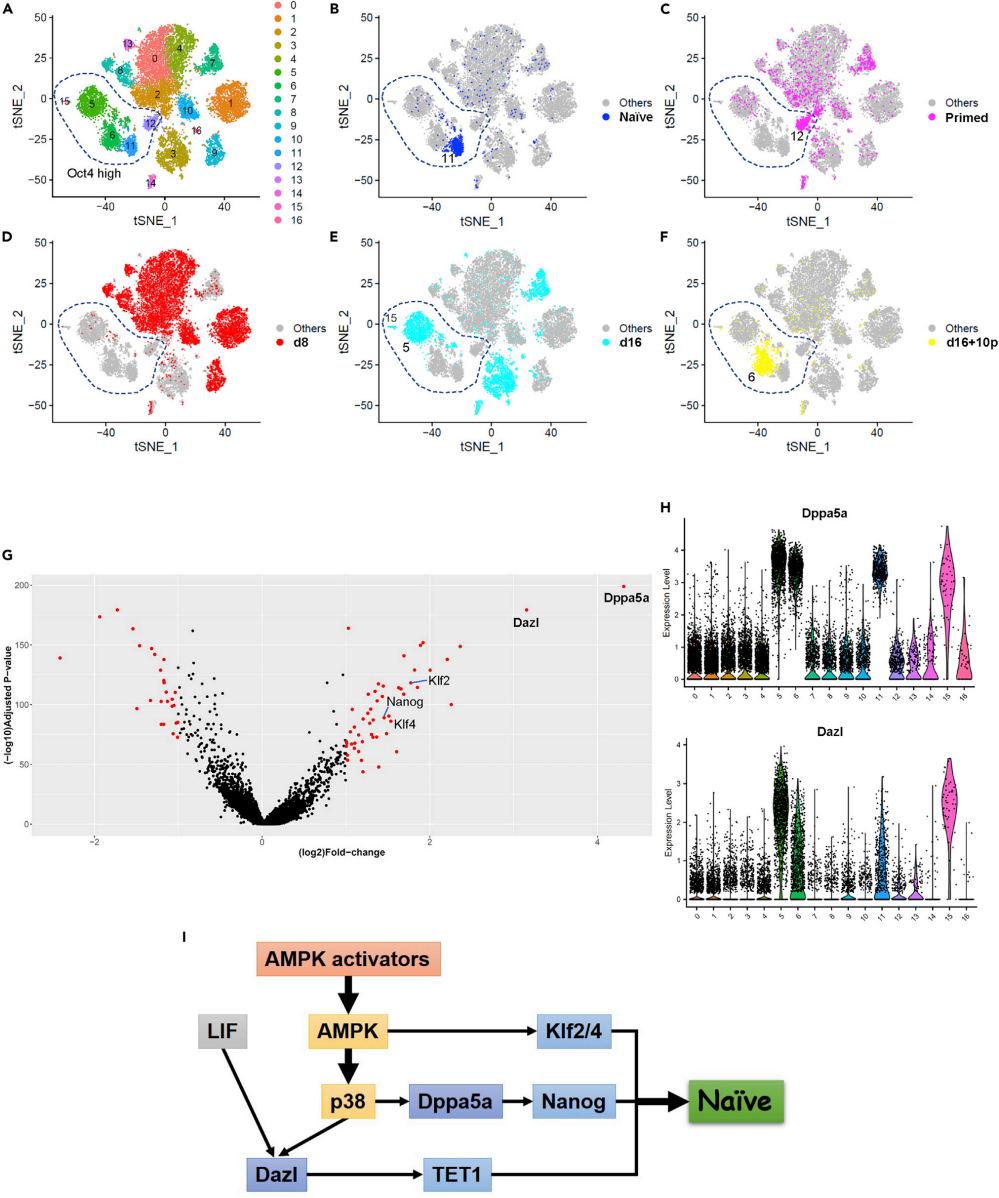
Single cell RNA-seq analysis during the reversion process (A–F) Two-dimensional t-SNE analysis for five cell populations during the naive reversion process. (A) t-SNE plot of all cell populations. A total of 15,628 of 17,720 cells after quality check were analyzed. Seventeen clusters (clusters 0–16) were obtained with the 2,000 most highly variable genes under the parameters of PCA dimension = 56, k neighbor = 50, and resolution = 0.8 by Seurat package version 4.0.1 in R version 4.0.3. Dotted line indicates clusters with high Oct4 expression (see Figure S6A). (B) Naive mESCs (Rex1GFP cells) (blue dots). (C) Primed mEpiSCs (Oct4GIP cells) (magenta dots). (D) Cells with AICAR + LIF treatment at d8 (red dots). (E) Cells with AICAR + LIF treatment at d16 (light blue dots). (F) AICAR + LIF-induced cells expanded in 2iL for 10 passages (yellow dots). (G) Volcano plot comparing gene expressions of cluster 5 and cluster 12. x axis: fold increase in cluster 5 compared with cluster 12 shown in log2 scale. y axis: adjusted p values shown in log10 scale. Genes with more than 2-fold differences are shown as red dots. (H) Violin plots for the Dppa5a and Dazl genes in each cluster. (I) Schematic summary of the putative mechanisms of naive reversion by AMPK activators. See also Figure S6.

Because cluster 5 at d16 is considered an intermediate naive cell population that represents the earliest GFP^+^ population after AICAR + LIF treatment, we compared the gene expression of cluster 5 and of mEpiSCs (cluster 12) to find specific genes upregulated after AICAR treatment. A volcano plot revealed that Dppa5a and Dazl were expressed higher (more than 16 and 8 times, respectively) in cluster 5 (Figure 6G). Violin plots for all clusters also showed that Dppa5a was highly expressed specifically in Oct4^+^ naive cell clusters (clusters 5, 6, 11, and 15) and Dazl was expressed highest in cluster 5 (Figure 6H). Critical transcription factors involved in the naive reversion, including Nanog, Klf2, and Klf4, were higher in cluster 5 than in cluster 12 (Figure 6G). Moreover, Nanog and Klf2 expressions were specifically elevated in clusters 5, 6, and 11. Klf4 expression was low in cluster 12 (Figure S6B). Thus, the single-cell analysis further elucidated the reversion process by AMPK activators, including the identification of an intermediate naive-state cell population in which Dppa5a and Dazl were highly upregulated. When AICAR and/or LIF was added to mEpiSCs, Dppa5a and Dazl mRNA expressions were increased, but the increase was blocked by p38i (Figure S6C). Taken together, Dppa5 and Dazl are critical candidate molecular factors downstream of AMPK and p38 in the naive reversion.

## Discussion

In this study, we demonstrated that AMPK activation successfully reverts primed mEpiSCs to naive state cells through the p38 pathway. The identification of a signaling pathway that can actively drive the reversion process provides valuable insights on the molecular machinery and relationship between the naive and primed pluripotency states. Unlike other reversion protocols (Table S1), our AMPK activator method uses no transgene but a single reagent. Thus, this study offers an important clue for narrowing down the reversion mechanism to a single key signaling pathway.

To our knowledge, this is the first report to identify the AMPK pathway in the reversion process from the primed to naive state. The AMPK pathway has been reported to promote reprogramming from somatic cells to pluripotent stem cells (Ma et al., 2015) and maintain naive pluripotency (Liu and Yamashita, 2019). We activated the AMPK pathway with three different AMPK activators: AICAR, A769662, and metformin. In most species, AMPK is an obligate heterotrimer that contains a catalytic subunit (α) and two regulatory subunits (β and γ) (Mihaylova and Shaw, 2012). AICAR mimics endogenous AMP as an AMP analog to activate the AMPK pathway by increasing intracellular AMP or the AMP/ATP ratio mainly through the α subunit (Mihaylova and Shaw, 2012). A769662 directly activates the β subunit to inhibit the dephosphorylation of AMPK (Göransson et al., 2007). Metformin leads to a drop of intracellular ATP levels by acting as a mild inhibitor of Complex I of the respiratory chain to activate AMPK (Mihaylova and Shaw, 2012). Despite their different activation mechanisms, all three compounds induced the appearance of naive-like cells from primed mEpiSCs via the AMPK pathway, indicating AMPK is a signaling molecule that can actively induce naive reversion. The efficiency of the AMPK activation and thus the reversion by these compounds are comparable but different (Figure S2A).

p38 is a downstream molecule of AMPK (Li et al., 2005). Activation of the p38 pathway has been reported to promote somatic cell reprogramming (Xu et al., 2013). We confirmed p38 activation in primed mEpiSCs with AMPK activators, blockade of the AMPK activator-elicited naive conversion by p38i, and partial reproduction of the naive reversion by p38 alone. All these results support the robustness of the reversion by the AMPK-p38 axis. Nevertheless, how the AMPK-p38 pathway is involved in naive and primed pluripotency molecular machinery requires further study. Transcription factor networks for pluripotency and epigenetic modifications are speculated as a central molecular mechanism regulating the pluripotency status (Bell et al., 2020). The relationship between these networks and the AMPK-p38 pathway should be further investigated to elucidate the AMPK-elicited naive reversion mechanism.

An AMPK activator (AICAR or A769662) alone or p38 activation alone, even in the absence of 2iL, achieved naive reversion, suggesting the potent driving force of the AMPK-p38 pathway to revert primed pluripotency to naive pluripotency. Nevertheless, the efficiency of the reversion was dependent on several culture conditions. First, during the first 16 days of AMPK activator treatment, MEFs were required for the maintenance of primed mEpiSCs. Without MEFs, most of cells disappeared until d10 (data not shown). Second, we used Basal medium, which includes 1% FBS and 10% knockout serum replacement (KSR). We have been using the Basal medium to maintain mESCs (Yamashita et al., 2000). The addition of 2iL to Basal medium resulted in the perfect maintenance condition for naive mESCs (Liu and Yamashita, 2019). However, when we tried Ndiff227 (N2B27 medium) instead for the reversion experiments, the cells showed differentiation morphology and loss of GFP expression, and the reversion was not observed even when treated with AMPK activators and LIF. Ndiff227 medium is a serum-free medium and used for the maintenance of naive pluripotent cells as well as neural and ectodermal cell differentiation (Ying et al., 2008). On the other hand, Basal medium contains serum components that may induce mesodermal lineage (Yamashita et al., 2000; Ying et al., 2008). Recently, BMP signal activation was reported to contribute to naive conversion (Stuart et al., 2019). Inferring from these results, in addition to AMPK activation, other factors, such as the presence of MEFs, serum, or BMPs, may be necessary to induce naive reversion efficiently.

Our single-cell RNA-seq analysis (Figure 6 and S6) provides further insights into the naive reversion caused by AMPK activation. First, the AMPK activators do not induce the reversion directly from the primed to naive state. Primed mEpiSCs first differentiated may be toward mesoderm or other germ layers before reverting to the naive state. Recently, a route from primed to naive pluripotency through a mesoderm state was reported (Stuart et al., 2019). The AMPK-elicited reversion may be using such a mesoderm route. Second, an intermediate naive state population, in which Dppa5 and Dazl are highly upregulated, was identified (Figures 6G and 6H). Dppa5 encodes structurally related proteins characterized by an atypical RNA-binding K Homology (KH) domain and has been reported to support human pluripotent stem cell self-renewal and reprogramming by stabilizing NANOG (Qian et al., 2016), a key transcription factor for naive reversion (Takashima et al., 2014). Dppa5 was also reported as a marker of human naive pluripotent stem cells (Kilens et al., 2018). Dazl, an RNA-binding protein that plays a key role in germ-cell development, enhances TET1-mediated cytosine hydroxymethylation in ESCs reverting to the naive state (Welling et al., 2015). Although AICAR or LIF alone did not increase the Dazl mRNA expression in mEpiSCs, AICAR + LIF did (Figure S6C), suggesting that LIF may promote the expression of Dazl with AMPK activators during the naive reversion. Taking all our observations together, we propose the putative naive reversion mechanism shown in Figure 6I.

In conclusion, our findings provide valuable insights on the molecular machinery regulating naive and primed pluripotency and thus contribute broadly to developmental biology and regenerative medicine including rejuvenation.

### Limitations of the study

Although we showed putative molecular links between AMPK, p38, Dppa5a, Dazl, and pluripotent transcription factors for naive reversion, their precise interactions at the molecular level were not clarified. Also, the roles of undefined factors from MEFs and serum are unknown. Finally, we used mouse cells for our experiments. This mechanism is yet to be confirmed in human cells.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Oct3/4	Santa Curz Biotechnology	Cat#sc-5279; RRID: AB_628051
Nanog	ReproCell	Cat# RCAB002P-F
Klf4	R&D Systems	Cat#AF3158; RRID: AB_2130245
Esrrb	Perseus Proteomics	Cat# PP-H6705-00; RRID: AB_1964232
Tfcp2l1	Invitrogen	Cat# PA5-34361; RRID: AB_2551713
APC rat anti-mouse CD31	BD Bioscience	Cat#551262; RRID: AB_398497
p-AMPK (T172)	Cell Signaling	Cat#2531S; RRID: AB_330330
AMPK	Cell Signaling	Cat#2532S; RRID: AB_330331
p-p38 MAPK (T180/Y182) (3D7)	Cell Signaling	Cat#9215S; RRID: AB_331762
p38 MAPK	Cell Signaling	Cat#9212S; RRID: AB_330713
β-actin	Sigma-Aldrich	Cat#A5441; RRID: AB_476744
Biotin-anti-mouse CD9	Biolegend	Cat#184803
Biotin-anti-mouse CD63	Biolegend	Cat#143918
TotalSeq™-A0951 PE streptavidin	Biolegend	Cat#405251
TotalSeq™-A0952 PE streptavidin	Biolegend	Cat#405253
TotalSeq™-A0953 PE streptavidin	Biolegend	Cat#405255
TotalSeq™-A0954 PE streptavidin	Biolegend	Cat#405257
TotalSeq™-A0955 PE streptavidin	Biolegend	Cat#405259

**Chemicals, peptides, and recombinant proteins**		

MLIF	Merck Millipore	Cat#ESG1107
PD0325901	Sigma-Aldrich	Cat#PZ0162-5MG; CAS: 391210-10-9
CHIR99021	Tocris	Cat#4423-10MG; CAS: 252917-06-9
FGF2	WAKO	Cat#060–05383; CAS RN: 106096-93-9
Activin A	R&D Systems	Cat#338-AC-01M
AICAR	WAKO	Cat#011–22533; CAS RN: 2627-69-2
A769662	ADooQ	Cat#A11071-10; CAS: 844499-71-4
Metformin	TCI Chemicals	Cat#M2009; CAS RN: 1115-70-4
SB203580	WAKO	Cat#199–16551; CAS RN: 152121-47-6
β-mercaptoethanol	GIBCO	Cat#21985023
DAPI	Invitrogen	Cat#D1306; CAS: 28,718-90-3
SYBR Green PCR master mix	Applied Biosystems	Cat#4367659
Puromycin	Nacalai	CAS RN: 58-58-2
Penicillin	Meji	Cat#4987-222-63,767-1
Streptomycin	Meji	Cat#4987-222-66,564-3
G418	Nacalai	CAS RN: 108321-42-2
Doxycycline	WAKO	CAS RN: 10,592-13-9
RNasin plus RNase inhibitor 2500U	Promega	Cat#N2611

**Critical commercial assays**		

RNeasy mini kit	QIAGEN	Cat#74104
RNase-free DNase set (50)	QIAGEN	Cat#79254
SuperScript first-strand synthesis SuperMix	Invitrogen	Cat#11752-050
SuperScript™ II reverse transcriptase 10,000 units	Invitrogen	Cat#18064014
Amaxa™ Mouse ES Cell Nucleofector™ Kit	Lonza	Cat#VPH-1001
Alkaline phosphatase staining kit II	Stemgent	Cat#00-0055
Agilent high sensitivity DNA kit	Agilent	Cat#5067-4626
HiSeq SR rapid cluster kit v2	Illumina	Cat#GD-402-4002
HiSeq rapid SBS kit v2	Illumina	Cat#FC-402-4022
TruSeq stranded mRNA library prep (48 samples)	Illumina	Cat#20020594
TruSeq RNA single indexes set a (12 indexes, 48 samples)	Illumina	Cat#20020492
TruSeq RNA single indexes set B (12 indexes, 48 samples)	Illumina	Cat#20020493

**Deposited data**		

RNA-seq	This study	GEO:GSE157087
Single-cell RNA-seq	This study	GEO:GSE175610

**Experimental models: cell line**		

Oct4GIP mEpiSC (XX)	(Guo et al., 2009)	N/A
129/Ba1 mEpiSC (XY)	(Sugimoto et al., 2015)	N/A
129/MSM mEpiSC (XY)	(Yagi et al., 2019)	N/A
Rex1-GFP mESC (XX)	(Kalkan et al., 2017)	N/A

**Oligonucleotides**		

Primers for qPCR, see Table S2	This study	N/A

**Recombinant DNA**		

ca-p38 cDNA	Gift from X.Xu	N/A
PB-TetO-IRES-mcherry-Ef1a-rtTA-IRES-neo	(Tanaka et al., 2013)	N/A
pENTR-GOI	(Tanaka et al., 2013)	N/A

**Software and algorithms**		

Image J	(Schneider et al., 2012)	https://imagej.nih.gov/ij/

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Professor Jun K. Yamashita ().

#### Materials availability

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact.

#### Data and code availability

The accession number for RNA-seq data reported in this paper is GEO: GSE157087.

The accession number for single cell RNA-seq data reported in this paper is GEO: GSE175610.

### Method details

#### Cell lines and culture

We used three different mouse epiblast stem cell lines: Oct4GIP (Ying and Smith, 2003; Guo et al., 2009), 129/MSM (Yagi et al., 2019), 129/Ba1 (Sugimoto et al., 2015) and one naïve embryonic stem cell line Rex1-GFP (Masui et al., 2008; Kalkan et al., 2017) as positive control in our study. The mouse epiblast stem cell (mEpiSC) line Oct4GIP was cultured on fibronectin (Life technologies)-coated (37°C, 1 hr) plates (10 μg/mL/cm^2^) as described previously (Ying and Smith, 2003; Guo et al., 2009). In brief, cells were expanded in Ndiff 227 (TaKaRa Bio) medium supplemented with FGF2 (12 ng/mL, WAKO) and Activin A (20 ng/mL, R&D) and replated every 3–4 days by dissociation with Accumax (Innovative Cell Technologies). The medium was changed every 2 days. 129/MSM was a gift from Dr. Masaki Yagi (Yagi et al., 2019). In brief, male MSM/Ms mice were mated with female 129X1/SvJ mice. Noon of the day when the plug was observed was designated as embryonic day (E) 0.5. The day before isolating the embryos, mitomycin-C (Kyowa Hakko Kirin Co., Ltd.)-treated MEFs (feeders) were harvested on 0.2% gelatin-coated 24-well culture plates (True Line). At E6.5, the uterus was removed by cutting across the cervix and the two uterotubal junctions, and the embryos were placed in HEPES (GIBCO). The muscle layer was then removed, and the deciduum was dissected using needles. Epiblasts were divided from the extra-embryonic regions and transferred into prepared 24-well culture plates to derive EpiSCs. After outgrowth of the epiblasts, the cells were passaged on feeders in 24-well culture plates (p1), 6-well culture plates (p2), and 6-cm culture dishes (p3). 129/MSM were cultured on MEF feeders in DMEM/F-12 medium (GIBCO) supplemented with 20% Knockout Serum Replacement (KSR) (GIBCO), 0.1 mM MEM non-essential amino acids (NEAA) (GIBCO), 0.1 mM 2-mercaptoethanol (GIBCO), and penicillin/streptomycin, and supplemented with FGF2 (12 ng/mL) and Activin A (20 ng/mL). The medium was changed every 2 days. 129/Ba1 mEpiSCs were obtained as described previously (Sugimoto et al., 2015). In brief, cells were expanded on MEF feeder in DMEM/F-12 supplemented with 15% KSR, 0.1 mM NEAA, 0.1 mM 2-mercaptoethanol, penicillin/streptomycin, FGF2 (12 ng/mL) and Activin A (20 ng/mL). The medium was changed every 2 days. naive mouse embryonic stem cells (mESCs) and naïve-like cells after the reversion of mEpiSCs were cultured on 0.1% gelatin-coated dishes as described previously (Yamashita et al., 2000; Ying et al., 2008) in Basal medium (GMEM (GIBCO) supplemented with 10% KSR (GIBCO), 1% fetal bovine serum (SAFC Biosciences), 0.1 mM NEAA, 1 mM sodium pyruvate (SIGMA), 0.1 mM 2-mercaptoethanol, and penicillin/streptomycin)) or in Ndiff 227 medium. Both media were supplemented with 2iL: 1000 U/mL Lif (Millipore) and two small molecule inhibitors (1 μM PD0325901 (SIGMA) and 3 μM CHIR99021 (Tocris). Cultures were passaged every 3–4 days by dissociation with Accumax. The medium was changed every 2 days.

#### mEpiSC reversion by AMPK activators

mEpiSCs dissociated with Accumax were plated on MEF feeders in Ndiff 227 medium supplement with FGF2 (12 ng/mL) and Activin A (20 ng/mL) for 1 day (d-1-d0). The medium was changed to Basal medium and the various combinations of reagents shown in Figure 1A and Table 1 at d0 for 16 days (d0-d16). The AMPK activator used was AICAR (1 mM, dilution in D_2_W, WAKO), A769662 (50 μM, dilution in DMSO, ADooQ), or metformin (1 mM, dilution in D_2_W, TCI). The medium was changed every 2 days. Because AICAR has some growth inhibitory effects (Chae et al., 2012) and the cell number decreased after long-time culturing with AICAR, in the first 6 days (d0-d6), the concentration of AICAR was 0.5 mM. After 16 days, the cells were dissociated with Accumax for further analysis or expansion on gelatin-coated 6-well plates in Basal medium or Ndiff227 medium with 2iL. The medium was replaced every other day and passaged every 4–7 days for at least 3 passages until stable colonies developed. A p38 inhibitor, SB203580 (10 μM, WAKO) was added 1–2 hr before AMPK activator treatment.

#### FACS analysis

Cells were washed twice with PBS and harvested using Accumax, then stained with allophycocyanin (APC)-conjugated anti-CD31 (PECAM1) MoAb (BD) and DAPI (Invitrogen). Flow cytometry analysis was performed on a FACSAriaII Cell Sorter (BD). All FACS experiments were repeated at least three times.

#### Immunostaining and alkaline phosphatase staining

Immunostaining was carried out as described previously (Yamashita et al., 2000). In brief, cells were fixed in 4% paraformaldehyde for 15–20 min, washed 3 times with PBS and blocked with 2% skim milk (BD) for 30 min. The cells were then incubated with primary antibodies overnight at 4°C. The next day, the cells were rinsed 3 times with PBST (PBS+0.02%Tween 20, Nakalai tesque) and treated for 1 hr at room temperature with secondary antibodies, anti-mouse, rabbit, or goat IgG antibodies conjugated with Alexa 488 or Alexa 546 (Invitrogen) diluted 1:500. Nuclei were stained with DAPI. The following antibodies were use at the indicated dilutions: anti-Oct3/4 (Santa Cruz, sc-5279, 1:200), anti-Nanog (ReproCell, RCAB002P-F, 1:300), anti-KLF4 (R&D, AF3158, 1:500), anti-ESRRB (Perseus Proteomics, PP-H6705-00 1:500), anti-TFCP2l1 (Invitrogen, PA5-34361, 1:400), anti-TFE3 (Sigma, HPA023881, 1:300), anti-FOXA2 (Merck Millipore,07–633, 1:500), anti-Brachyury (R&D, AF2085, 1:500), and anti-Nestin (StemCell Technologies, 01,418, 1:500). For alkaline phosphatase staining, the AP staining kit II (Stemgent) was used. According to the manufacturer's instructions, cells were fixed with 4% paraformaldehyde for 5 min, washed once in PBST, stained with Solution A + B + C for 10 min, and washed three times in PBS. For single cell colony formation, 500 cells were plated in 12-well plates and cultured for 5 days.

#### RNA isolation and quantitative PCR

Total RNA was isolated using the RNeasy Mini Kit (QIAGEN), and cDNA was reversed-transcribed from 1 μg RNA using SuperScript III (Invitrogen). Quantitative PCR analysis was performed in duplicates using 1/50 of the reverse transcription reaction in StepOnePlus (Applied Biosystems) with SYBR Green Master Mix (Applied Biosystems). All qPCR reactions were performed in triplicate from at least 3 independent experiments. An endogenous control GAPDH was used to normalize the gene expressions. All results are presented as mean ± SD. The primers used are listed in Table S2.

#### Western blots

Cells were lysed in Sample buffer solution with 2-ME (Nacalai Tesque). Cell lysates were run on e-*PAGEL* Gel (ATTO) and electrophoretically transferred onto nitrocellulose membranes. The cells were then blocked for 30 min in Blocking One (Nacalai Tesque) and incubated overnight at 4°C with primary antibodies for the following targets: phosphorylated-AMPK (Thr172, Cell Signaling, 2531S, 1:1000), AMPK (Cell Signaling, 2532S, 1:1000), phosphorylated-p38 (Thr180/Tyr182, Cell Signaling, 9215S, 1:1000), p38 (Cell Signaling, 9212S, 1:1000), and β-actin (Sigma, A5441, 1:5000). The secondary antibodies were anti-mouse (Invitrogen, 62–6520, 1:50,000) and rabbit IgG (Cell Signaling, 7074S,1:3000-1:1000) antibodies conjugated with Horseradish peroxidase (HRP). After 2 hr incubation at room temperature, immobilon western chemiluminescent substrate (Millipore) was used for visualization and ImageQuant LAS4000 was used for detection. All primary and secondary antibodies were diluted using a Can Get Signal Immunoreaction Enhancer Solution Kit (Toyobo). Blot results were quantified by ImageJ.

#### Generation of constitutively active p38 cell line

p38 cDNA containing D176A and F327S mutations (Xu et al., 2013; Diskin et al., 2004) was inserted into a piggyBac (PB) vector carrying rtTA expression coupled to mCherry (Tanaka et al., 2013). Using the Nucleofector transfection system (Amaxa), we introduced Tet-On CA-p38 with mCherry gene into the Oct4GIP cell line. Cells were plated on a 6-cm dish maintained with FGF2 (12 ng/mL) and Activin A (20 ng/mL) for 3 days and then G418 (400 μg/mL) was applied for the selection. The induction of CA-p38 was checked with the expression of mCherry. After 24 hr of doxycycline (dox) treatment from d8 after the transfection, mCherry^+^ cells were sorted and maintained again in Ndiff 227 medium with FGF2, Activin A, and G418 in the absence of dox. Western blot analysis confirmed the p38 pathway was activated in the dox + condition (Figure S5F).

#### Chimera blastocyst injection and germline transmission

All animal experimental protocols were approved by the Animal Experimentation Committee, Kyoto University. All animal experiments were performed according to the ‘*Guidelines for Animal Experiments of Kyoto University*’, which conforms to Japanese law and ‘*the Guide for the Care and Use of Laboratory Animals*’. We used a male cell line, 129/Ba1, generated from 129/Sv×C57BL/6N mice (Sugimoto et al., 2015). Cells were pre-cultured on MEF feeder with FGF2 and Activin A for 1 day (d(-1)-d0) and then in Basal medium with AICAR or AICAR + LIF (d0-d16). After d16, the cells were re-cultured in 2iL condition for several passages and used in the blastocyst injection. Host blastocysts were isolated from Slc:ICR female mice, and no more than 12 reverted cells were injected into the blastocoel cavity using a Piezo micromanipulator (Primetech, Japan). Injected blastocysts were transferred to 2.5 days postcoitum pseudopregnant females. Chimeric mice were determined by their coat color. When chimeric mice became sexually mature 8 weeks post coitum, they were mated with wild type ICR mice to confirm germline transmission. In the next generation, if agouti coated mice were born, the germline transmission was considered successful.

#### Imaging analysis

An inverted microscope (Olympus IX71) equipped with U-RFL-T (Olympus) was used for bright field and live-cell fluorescence imaging. An LSM700 inverted confocal microscope (Zeiss) equipped with 405 nm, 488 nm, 556 nm and 635 nm lasers using ×10 or ×20 objective was used for immunostaining in the figures.

#### RNA sequencing

The sequencing libraries were constructed using the TruSeq Stranded mRNA Library Prep (Illumina, Inc.), and 500 ng of total RNA were sequenced using the 79 cycle single read mode of HiSeq2500. All sequenced reads that passed quality filters were extracted to FASTQ format and demultiplexed to individual cells by barcodes using BCL2FASTQ Conversion Software v2.20.0.422. FASTQ converted reads were then mapped to Ensembl GRCm38 release 100 reference cDNA and ncRNA sequences using Bowtie2 v2.2.5 with the very-sensitive-local option. Among a total of 68,196,501 reads, 62,621,611 (91.8%) were successfully mapped and quantified as genes with a threshold of MAPQ score ≥1. A total of 34,489 genes (21,500 on average) were detected for 22 samples. 

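The deposited gene counts held 34489 genes with at least 1 count in any library, and 21500 genes per library on average (SD 1637, n = 22 libraries). The number of detected genes per library ranged from 16620 in AICAR+LIF d8, the library with the fewest counts, to 24762 in Basal d16, the library with the most. It followed depth: after every library was thinned at random to 438771 counts, the mean was 16144 genes per library and 28221 genes were detected in all. With a minimum of 5 counts, 22059 genes were detected in at least 1 library, the alternative that moved the total most. The counts summed to 60675547 over the 22 libraries, and the paper states 62621611 mapped reads.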

The following analyses were performed using R ver. 3.6.3 after non-categorized limma voom normalization (Law et al., 2014). A total of 22 samples from naive ESCs, primed EpiSCs, reverted cells (d16+2p, 3p, 10p) and cells in the reversion process (d8, 16) were analyzed. A PCA of the 22 samples for 2036 pluripotent cell fate (PCF) genes, except BC052688 (Fidalgo et al., 2016), and all 34,489 genes are shown in Figures 3A and S4, respectively. The heatmap (Figure 3B) was analyzed for a selected gene set of pluripotency regulators and lineage markers (Takashima et al., 2014) as depicted.

#### Single-cell RNA sequencing

The following five samples were collected: 500 naive mESCs (Rex1GFP), 500 primed mEpiSCs (Oct4GIP), 9000 AICAR + LIF d8 cells, 9000 AICAR + LIF d16 cells, and 1000 AICAR + LIF d16 + 10p cells as determined using FlowCount beads (Beckman Coulter) and a combination of Biotin-CD9 and Biotin-CD63 (Biolegend) conjugated with TotalSeq-A095(1–5) PE Streptavidin. A total of 20,000 cells were collected into one tube, and immediately after a cDNA trap was performed using BD Rhapsody, cDNA was synthesized, and free-primer digestion was done using ExoI. TAS-Seq was then performed. Sequencing was entrusted to ImmunoGeneTeqs (Chen et al., 2020). Adapter trimming of the sequencing data was performed using cutadapt 2.10. Filtered reads were chunked to 16 parts for parallel processing using Seqkit 0.9.0. Filtered cell barcode reads were annotated by Python scripts provided by BD with minor modification so that the reads were compatible with Python3.7. The associated cDNA reads were mapped to Ensembl cDNA and ncRNA (build GRCm38.p6, release-100) using Bowtie2-2.3.4.1 and the following parameters: -N 1 --very-sensitive-local --seed 656565 –reorder. Associated hashtag reads were mapped to known barcode sequences + BAAAAA using Bowtie2-2.4.2 and the following parameters:-D 50 -R 20 -N 0 -L 8 -i S,1,0.75 --norc --seed 656565 --reorder --trim-to 3:21 --score-min L,-9,0 --mp 3,3 --np 3 --rdg 3,3. Then, the cell barcode information of each read was added to the bowtie2-mapped BAM files, and read counts of the same gene symbols of each cell barcode were counted. The inflection point of the knee-plot of the cell barcode/read number was detected using the DropletUtils package in R 3.5.3, and cell barcodes below the inflection threshold were filtered out. Each hashtag read was normalized by the total read counts into the smallest total read counts linearly, and each cell was annotated to each hashtag based on the fold-change between the first- and second-most highly counted hashtags. Then, the cells were ordered ascending by the fold-change, and the top 4.13% cells were filtered out as doublet cells (the probability of the doublet was estimated by Poisson's distribution calculated by the load cell number and total number of Rhapsody wells). Preparation of the sequence data was performed in CiRA, Kyoto University and a contract analysis with ImmnoGeneTeqs, Inc., Japan.

In Figures 6, 15,628 of 17,720 cells after quality check were normalized and analyzed by the Seurat package version 4.0.1 in R version 4.0.3. Seventeen clusters (clusters 0–16) were obtained with the 2000 most highly variable genes under the parameters of PCA dimension = 56, k neighbor = 50, and resolution = 0.8, and two-dimensional t-SNE and violin plots were drawn by the package. Volcano plots between clusters 5 and 12 for all 33,766 genes were also drawn using ggplot2 package in R.

### Quantification and statistical analysis

For experiments comparing differences among different groups, we used one-way analysis of ANOVA by Tukey's Multiple Comparison Test. Differences were considered significant for p values <0.05. All experiments were performed at least 3 times independently. ImageJ was used to quantify the Western blot results. Error bars indicate standard deviations.

# Supplementary material for: AMPK activation reverts mouse epiblast stem cells to naive state
**Source:** iScience. 2021 Jun 25;24(7):102783. doi: 10.1016/j.isci.2021.102783
**Supplement:** Document S1. Figures S1–S6

iScience, Volume 24

## **Supplemental information**

### **AMPK activation reverts mouse epiblast stem cells to naive state**

**Yajing Liu, Junko Yamane, Akito Tanaka, Wataru Fujibuchi, and Jun K. Yamashita**

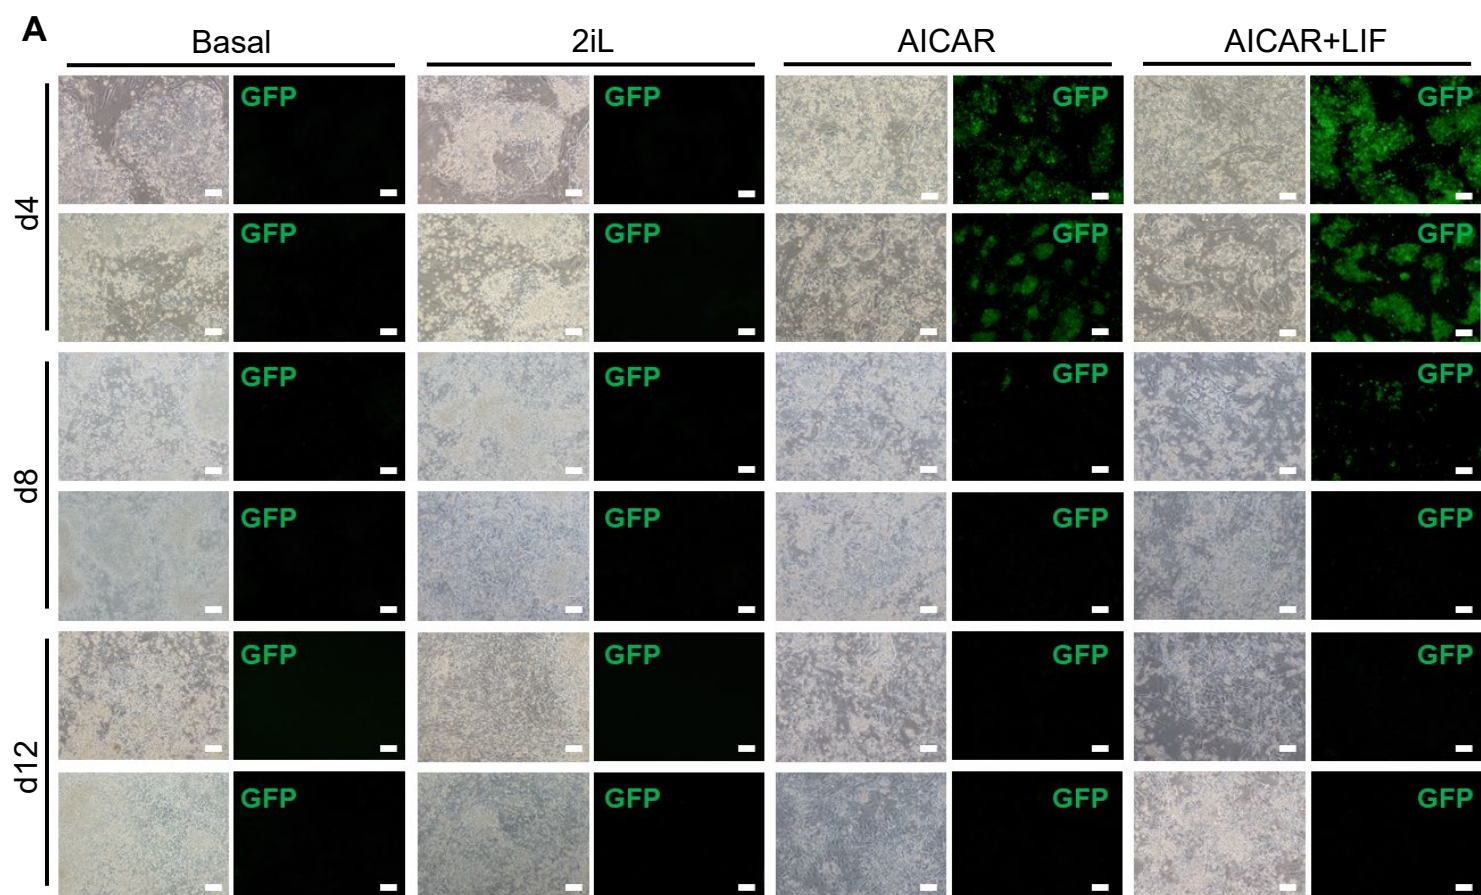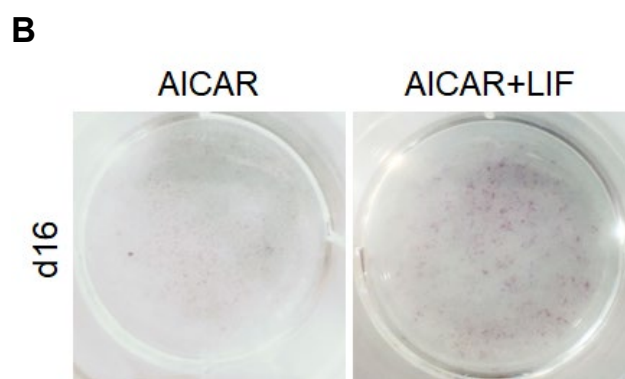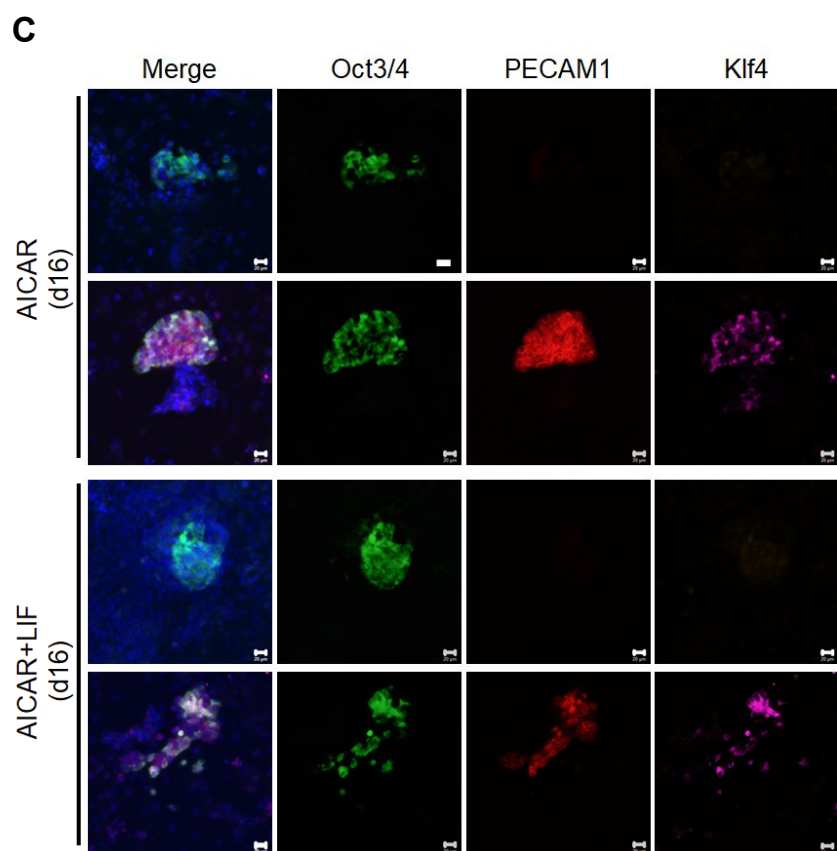

## **Figure S1. AICAR Induces the Reversion of Primed mEpiSCs to Naïve-Like Cells, Related to Figure 1**

(A) Cell morphology and GFP expression of mEpiSCs (Oct4GIP) after treatment with Basal medium alone, 2i/L, AICAR, or AICAR+LIF day(d) 4, 8 and 12. Two pairs of phase contrast and Oct4-GFP images are shown for each condition. Scale bars, 200  $\mu$ m.

(B) AP staining of Oct4GIP reverted by AICAR or AICAR+LIF after 16 days (d16). (Cells were treated with AICAR or AICAR+LIF after 16 days, and then AP staining was performed).

(C) Immunofluorescence staining for pluripotent and naïve markers Oct4 (green), PECAM1 (red) and Klf4 (purple) in cells 16 days of treatment with AICAR or AICAR+LIF. DAPI (blue), nuclear staining. Scale bars, 20  $\mu$ m.

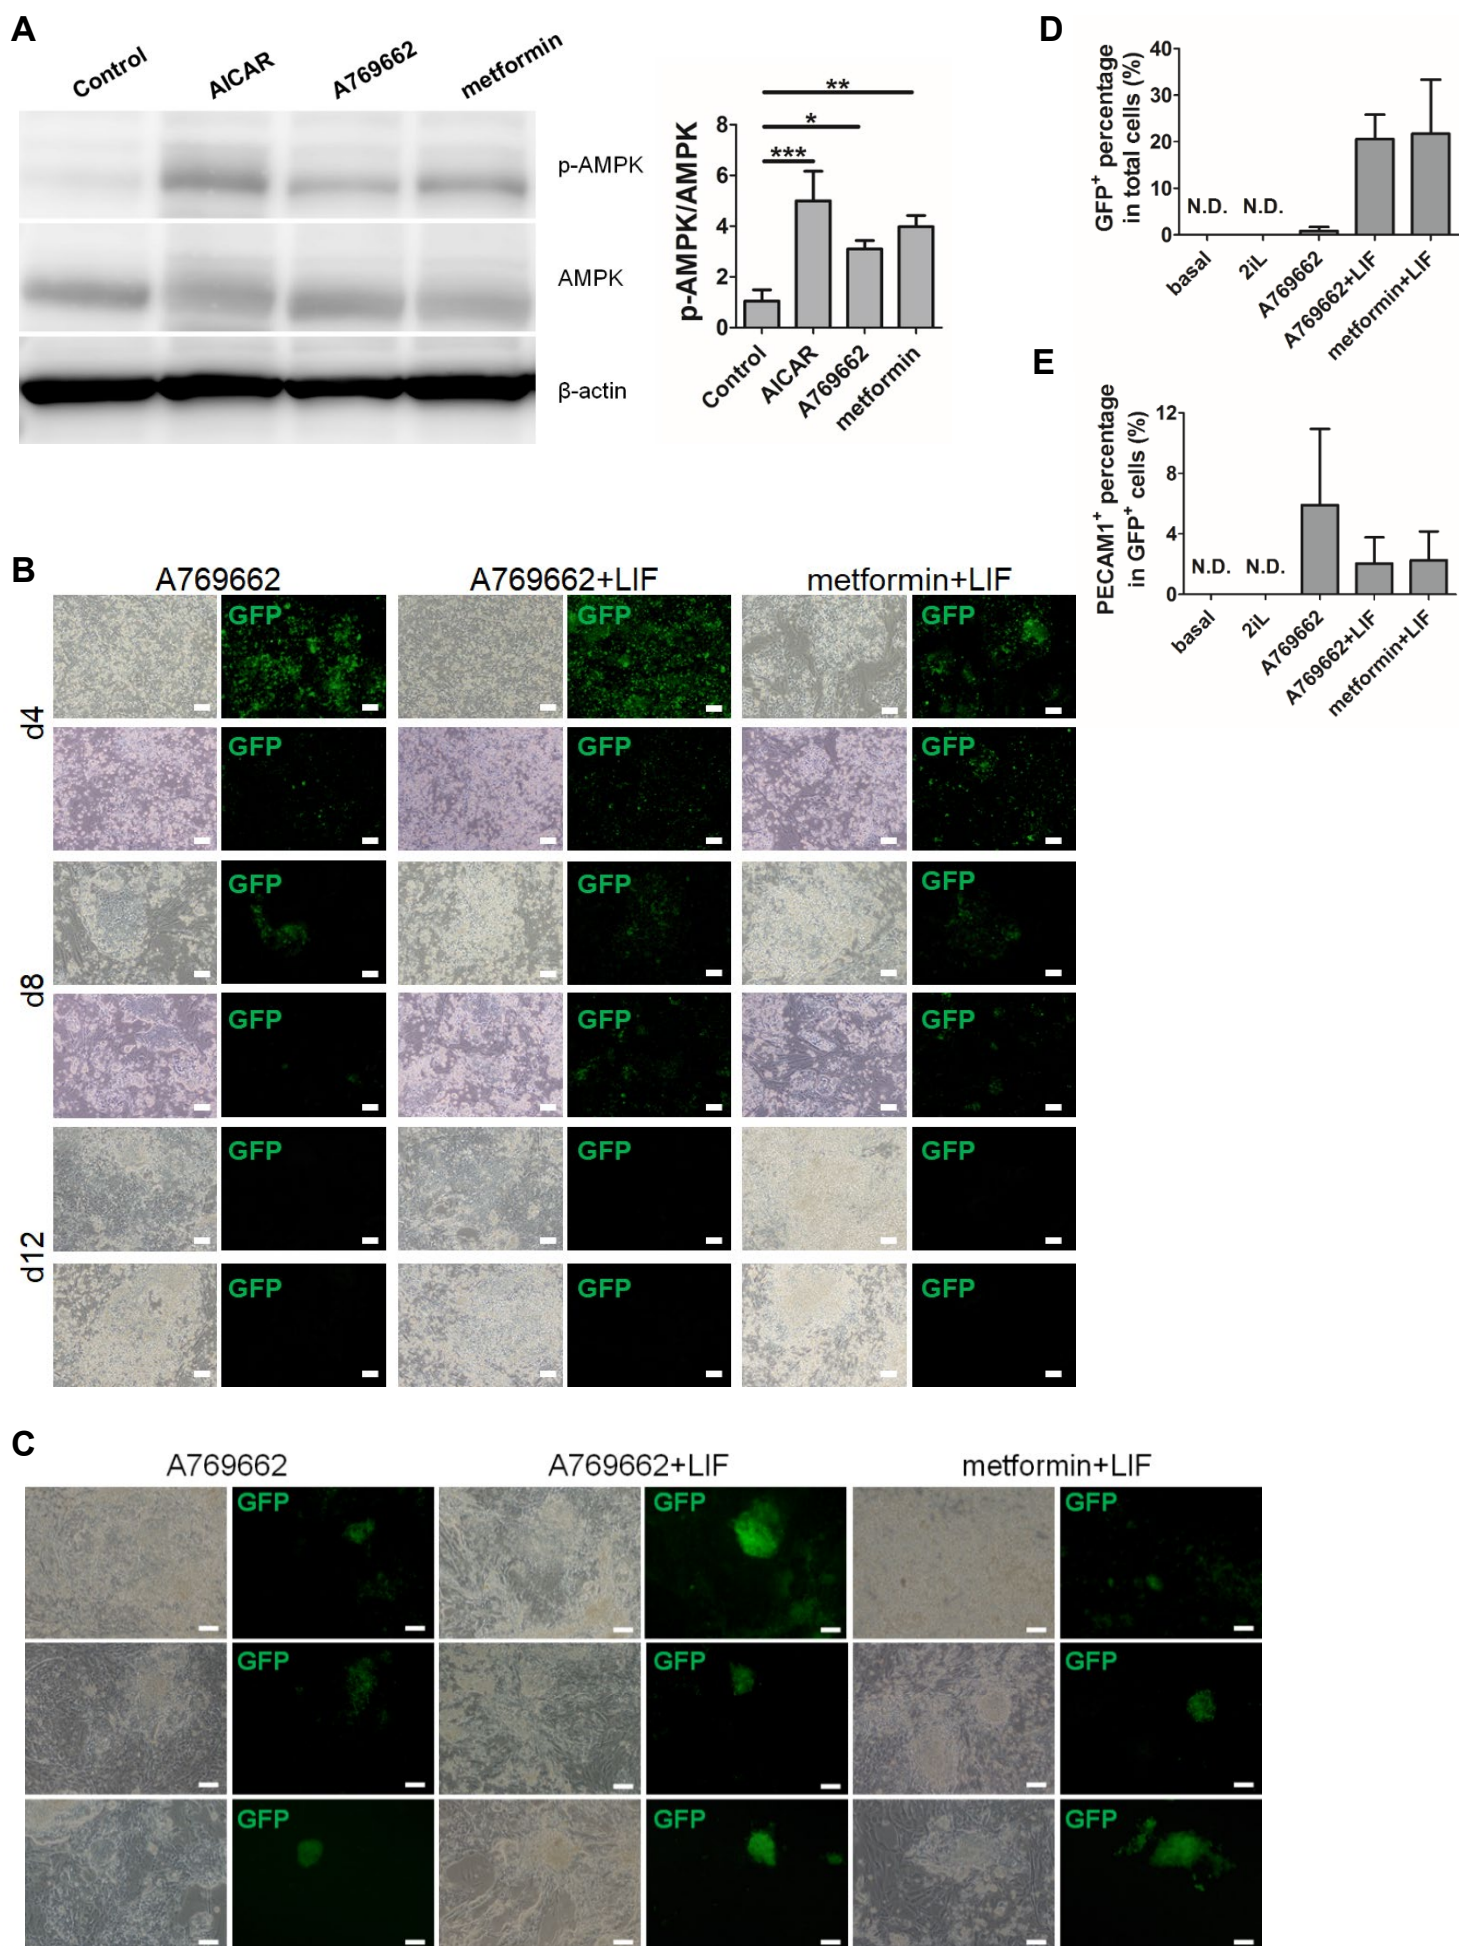

**Figure S2. A769662 and Metformin Induce the Reversion of primed mEpiSCs to Naïve-Like Cells, Related to Figure 1**

(A) Western blots for AMPK activation by three AMPK activators, AICAR (1 mM), A769662 (50  $\mu$ M) and metformin (1mM) for primed mEpiSCs (Oct4GIP). p-AMPK, phosphorylated AMPK (activated); AMPK, total AMPK. Left panels: representative blots. Right graph: Quantitative evaluation of the p-AMPK/AMPK density ratio. Control samples were set to 1. (mean $\pm$ SD, n=3, \* $p$ <0.05, \*\* $p$ <0.01, \*\*\* $p$ <0.001, one-way ANOVA followed by Tukey's multiple comparison test.)

(B) Cell morphology and Oct4-GFP expression of Oct4GIP after treatment with A769662, A769662+LIF, or metformin+LIF on day(d) 4, 8 and 12. Two pairs of phase contrast and Oct4-GFP images are shown for each condition. Scale bars, 200  $\mu$ m.

(C) Cell morphology and Oct4-GFP expression of Oct4GIP after treatment with A769662, A769662+LIF, or metformin+LIF for 16 days. Three pairs of phase contrast and Oct4-GFP images are shown for each condition. Scale bars, 200  $\mu$ m.

(D) and (E) Quantitative evaluation of Oct4-GFP-positive cells in total cells and PECAM1-positive cells in Oct4-GFP-positive cells obtained by FACS analysis (n=4; N.D., not detected).

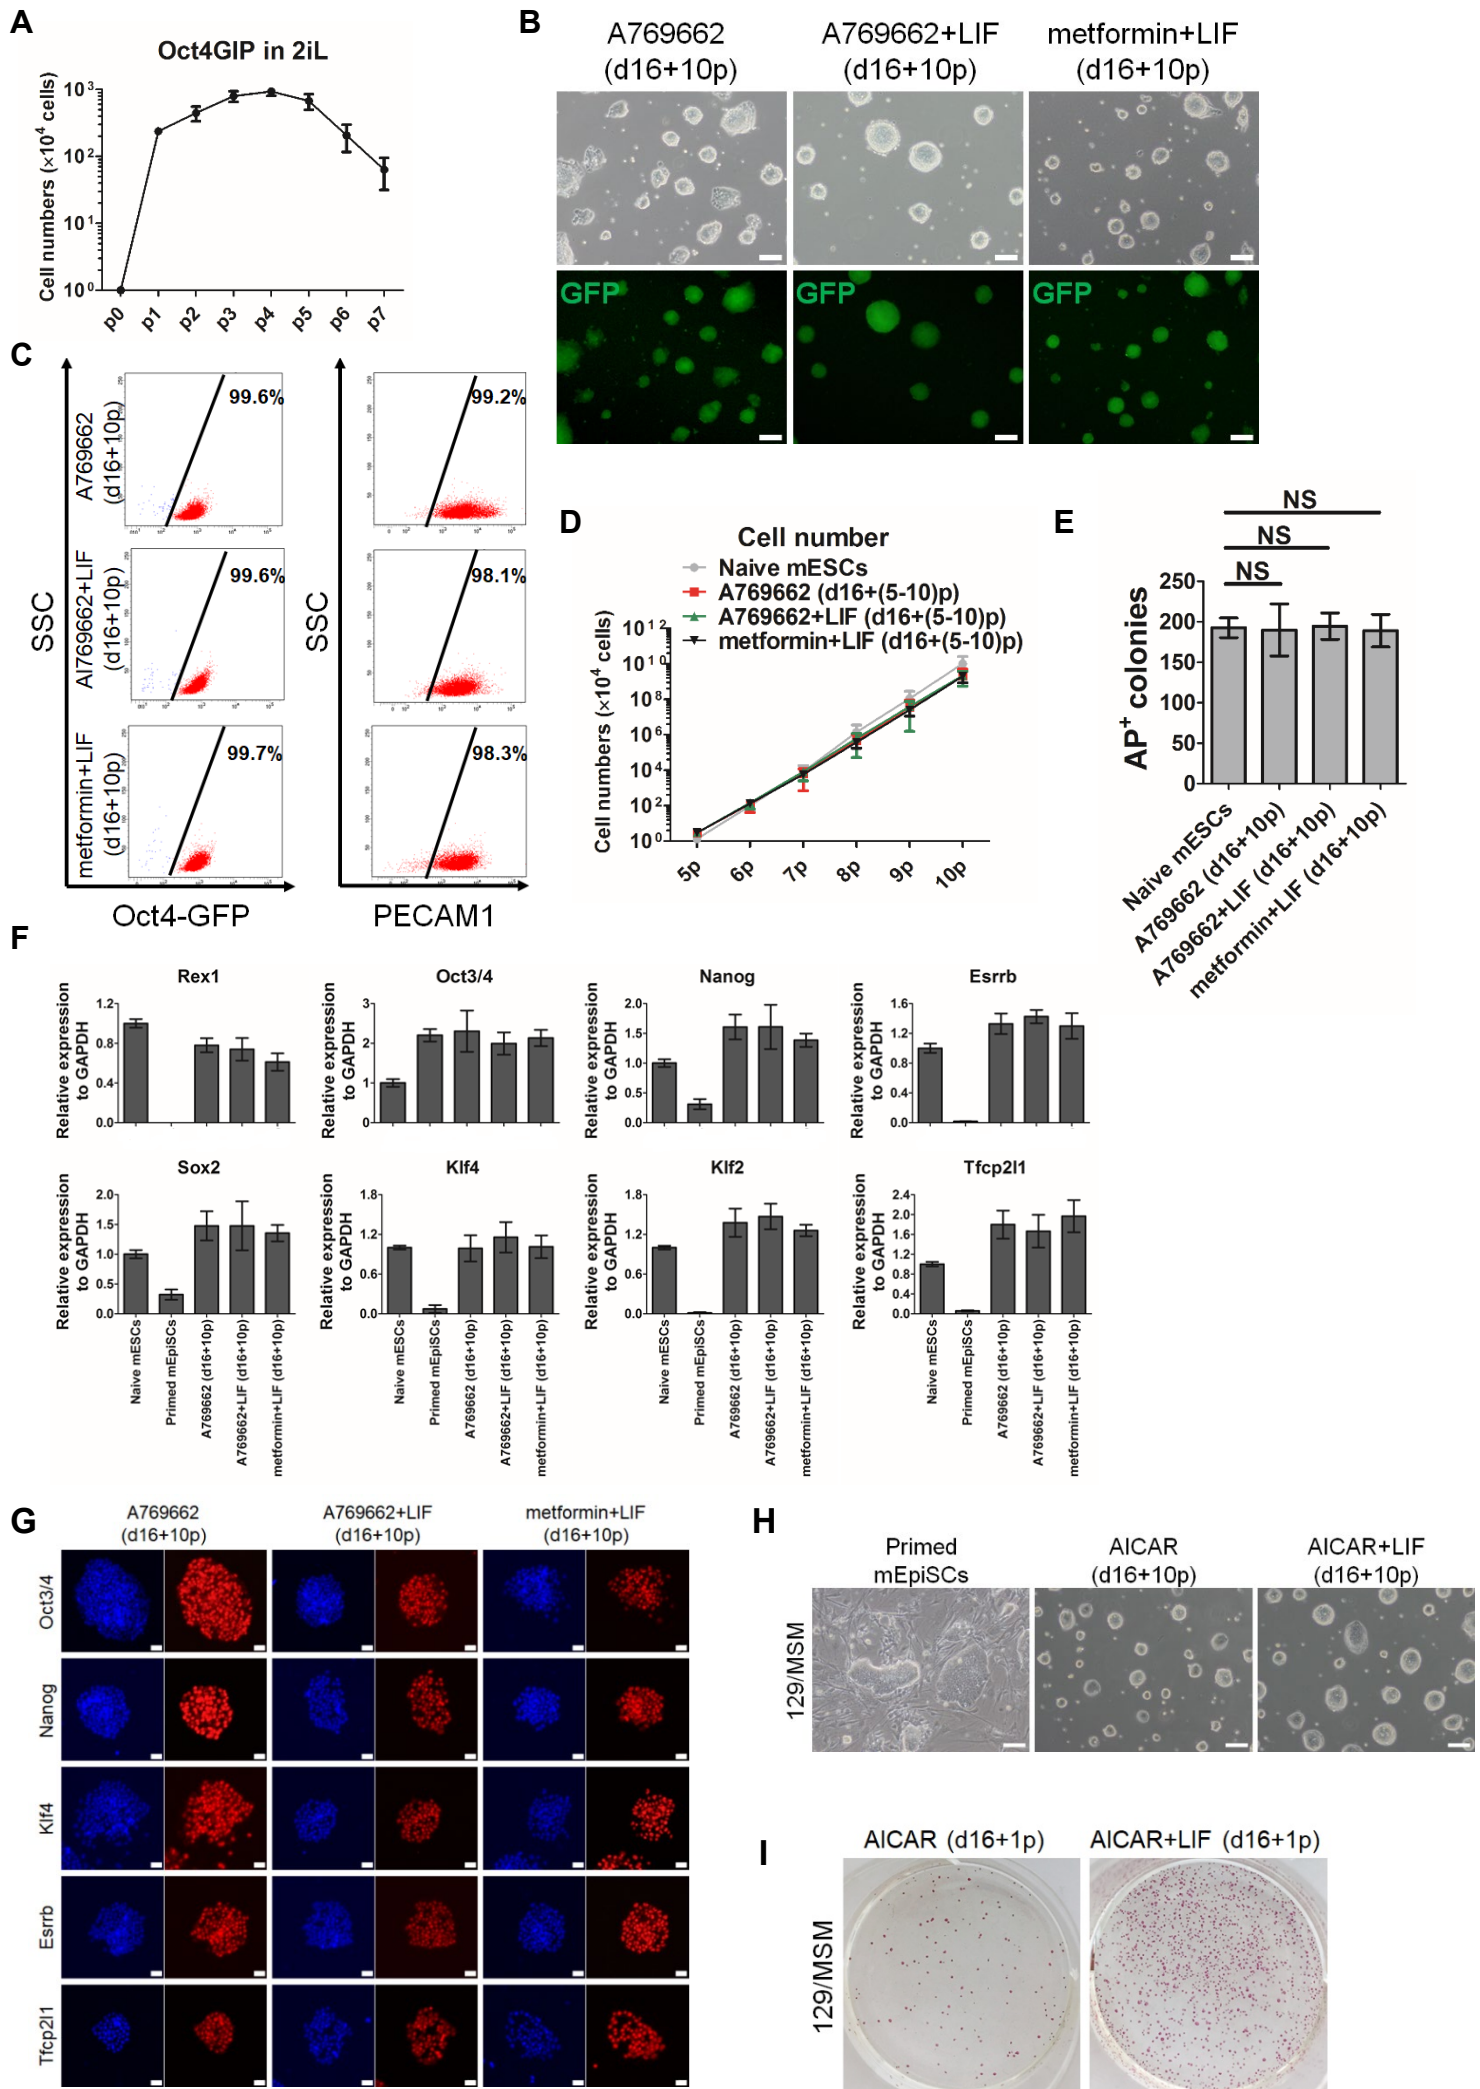

**Figure S3. AMPK-Induced Reverted Cells Show Naïve Pluripotency Features, Related to Figure 2**

(A) Cell growth of Oct4GIP in 2iL. Plates were first coated with MEF, then the cells were cultured in Ndiff 227+2iL condition for several passages (mean  $\pm$  SD; n=3).

(B) Cell morphology and Oct4-GFP expression in cells reverted with A769662, A769662+LIF, or metformin+LIF after expansion in 2iL condition (d16+10p). Scale bars, 200  $\mu$ m.

(C) FACS analysis for Oct4-GFP and PECAM1 in reverted cells maintained by A769662, A769662+LIF or metformin+LIF (d16+10p). Percentages are Oct4-GFP-positive or PECAM1-positive cells in total cells.

(D) Growth of reverted cells. Numbers of reverted cells during passages 5 to 10 compared with naïve mESCs in 2iL (mean  $\pm$  SD; n=4).

(E) AP<sup>+</sup> colony formation assay. Five hundred reverted cells (d16+10p) or naïve mESCs were plated in 2iL condition. After 5 days of culture, AP-stained colonies were counted (mean  $\pm$  SD; n=4, NS: not significant).

(F) Naïve and pluripotent gene mRNA expressions (qPCR) in naïve mESCs, primed mEpiSCs (Oct4GIP) and cells reverted by A769662, A769662+LIF or metformin+LIF (d16+10p). Naïve ESCs: Rex1-GFP cells maintained in 2iL. Expression levels are normalized to GAPDH. Data are represented as mean  $\pm$  SD (n=4; with technical triplicates). The results of naïve mESCs were set to 1.

(G) Immunofluorescence staining for naïve and pluripotent markers (red) in cells reverted by A769662 A769662+LIF or metformin+LIF. (d16+10p). DAPI (blue), nuclear staining. Scale bars, 20  $\mu$ m.

(H) Cell morphology of primed mEpiSC line 129/MSM and 129/MSM cells reverted by AICAR or AICAR+LIF (d16+10p). Scale bars, 200  $\mu$ m.

(I) AP staining of reverted 129/MSM cells (d16+1p) cultured in 2i/L for 7 days. (Cells were harvested after 16 days reversion (d16), then cultured in 2i/L for 7 days, and finally AP staining was performed.)

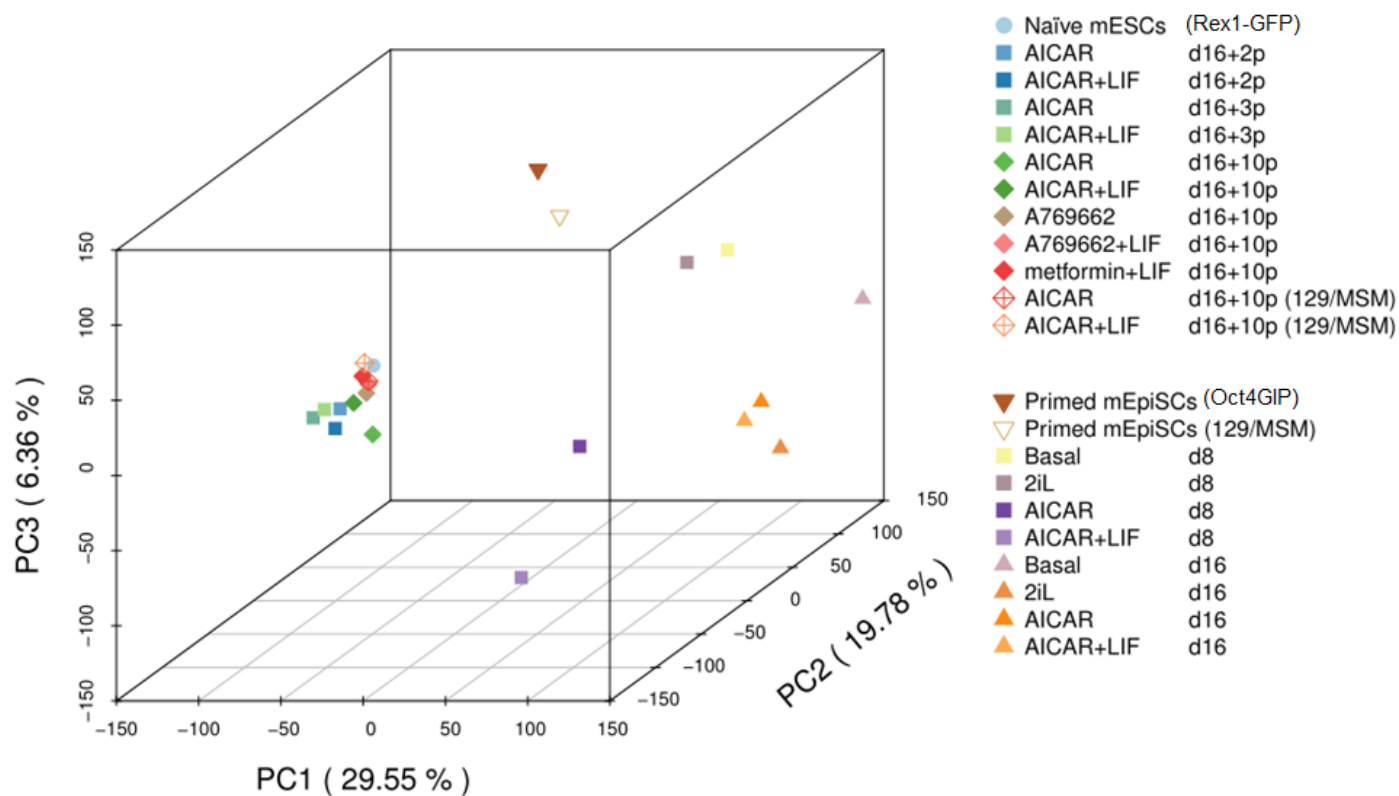

**Figure S4. RNA-seq Analysis During the Reversion Process, Related to Figure 3**

PCA of all gene signatures (34489 genes) in different cell types. Naïve mESCs: Rex1-GFP cells; Primed mEpiSCs: Oct4GIP cells; and Oct4GIP reverted by AMPK activators and cultured in 2iL condition after different passages: AICAR, AICAR+LIF (d16+2p, d16+3p, d16+10p), A769662, A769662+LIF, or metformin+LIF (d16+10p). Oct4GIP or 129/MSM cells treated in Basal medium, 2iL, AICAR, or AICAR+LIF for several days (d) and several passages (p). Reverted cells shared similar gene signatures with naïve mESCs.

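The similarity was also examined gene by gene, for 16088 genes with a mean log2 CPM of at least 0 over the naive library and the 7 reverted d16+10p libraries. The value in naive mESCs lay outside the range of the 7 reverted libraries for 28.4% of these genes, above it for 16.3% and below it for 12.1%. If the 8 libraries were exchangeable, 25% of genes would lie outside. For each reverted library set against the other 7 libraries, the share was 24.5 ± 3.62% (SD, n = 7), from 20.1% (AICAR+LIF, Oct4GIP) to 28.7% (AICAR, Oct4GIP), so the share for naive mESCs was no larger than the largest share for a reverted library. The share moved most when only the 5 Oct4GIP libraries were used as the range. It was then 45.4% for naive mESCs, compared with 30.9 ± 4.15% (SD, n = 5) for the reverted libraries (highest 37.1%) and 33.3% for exchangeable libraries, so that under this choice naive mESCs lay outside the range more often than any reverted library. With thinned counts it was also the largest share, but barely (11.42% against 11.37%).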

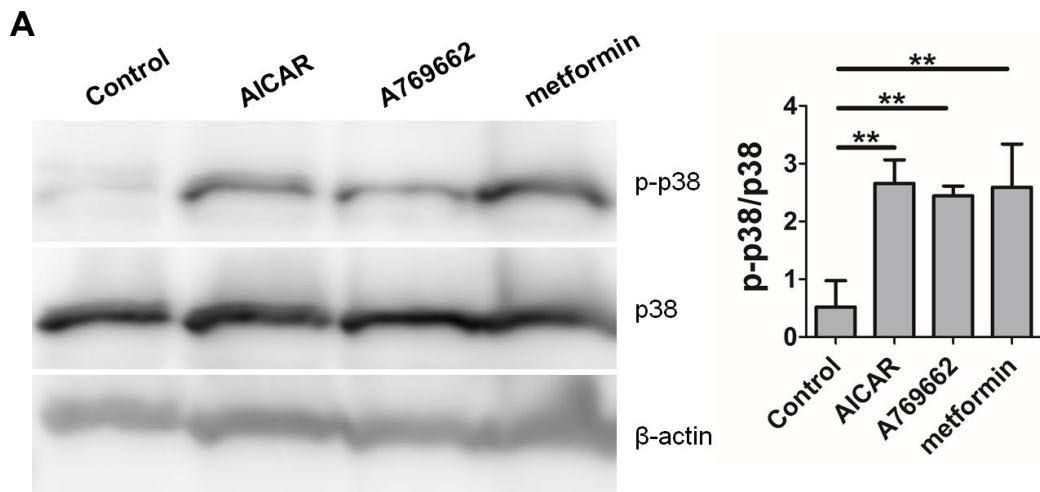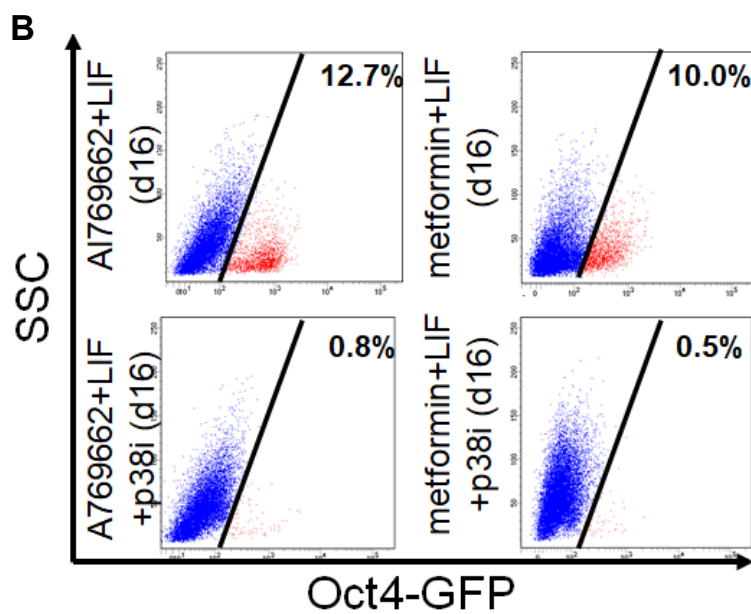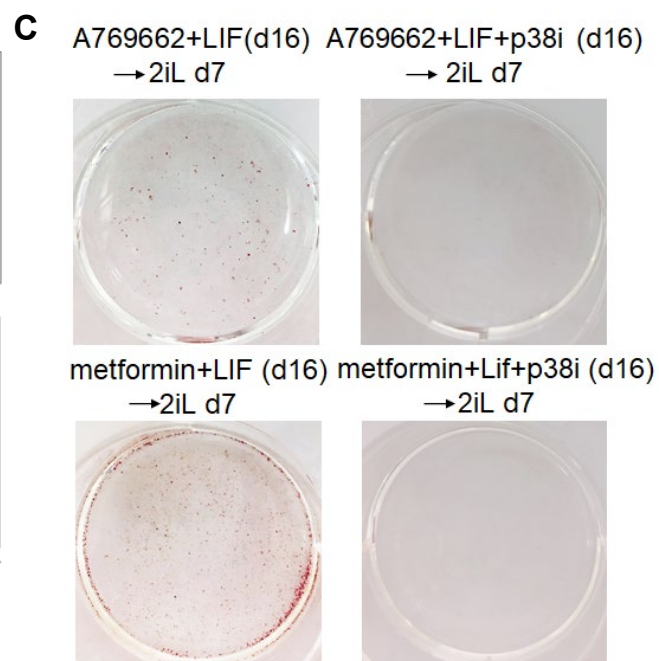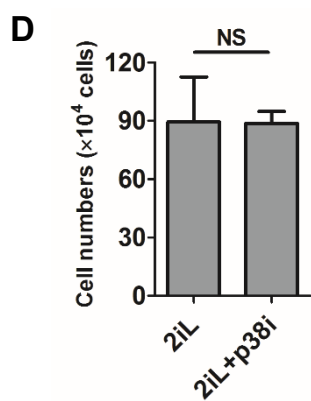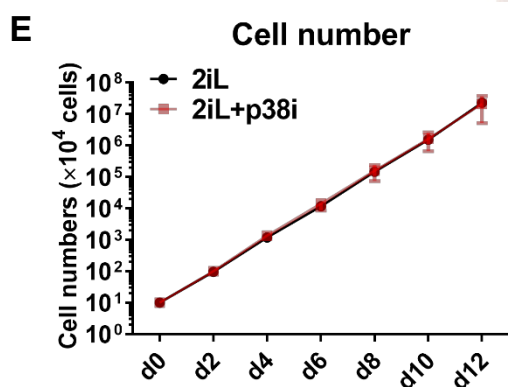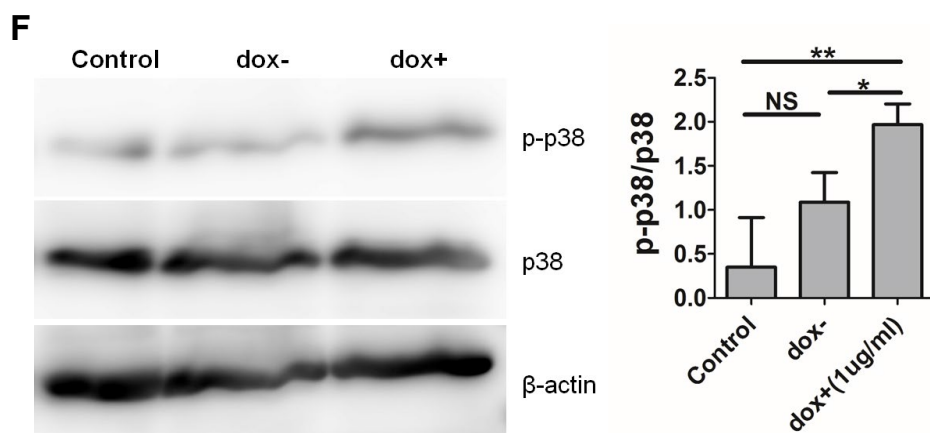

## Figure S5. Involvement of p38 in the AMPK Pathway, Related to Figure 5

(A) p38 activation with AMPK activators. Western blots for p38 activation in primed mEpiSCs (Oct4GIP) cultured with AICAR (1 mM), A769662 (50  $\mu$ M) or metformin (1 mM). p-p38, phosphorylated p38 (Thr180/Tyr182); p38, total p38. Left panels: representative blots. Right graph: Quantitative evaluation of the p-p38/p38 density ratio. The control samples were set to 1 (mean $\pm$ SD, n=3, \* $p$ <0.05, \*\* $p$ <0.01, one-way ANOVA followed by Tukey's multiple comparison test).

(B) FACS analysis of bulk cells cultured in 2iL for 7 days after reversion by A769662+LIF, A769662+LIF+p38i, metformin+LIF, or metformin+LIF+p38i. Red represents the Oct4-GFP positive fraction.

(C) AP staining of bulk cells cultured in 2iL for 7 days after reversion by A769662+LIF, A769662+LIF+p38i, metformin+LIF, or metformin+LIF+p38i.

(D) Number of Oct4GIP AICAR+LIF (d16) cells cultured in 2iL or 2iL+p38i.  $10\times 10^4$  Oct4GIP AICAR+LIF (d16) cells were maintained in 2iL or 2iL+p38i. After 5 days, the cells were harvested, and the cell numbers were counted (mean  $\pm$  SD; n=3; NS: not significant).

(E) Growth of naïve mESCs (Rex1GFP) in 2iL or 2iL+p38i.  $10\times 10^4$  cells were cultured in 2iL or 2iL+p38i for 12 days and passaged every 2 days (mean  $\pm$  SD; n=5).

(F) Activation of the p38 pathway by doxycycline-inducible (dox-+) constitutively active p38 (CA-p38). Western blots for p-p38, p38, and  $\beta$ -actin after treatment with or without dox (1  $\mu$ g/mL) treatment. Control: original Oct4GIP cells. Left panels: representative blots. Right graph: Quantitative evaluation of the p-p38/p38 density ratio. The dox- sample was set to 1 (mean $\pm$  SD, n=3, \* $p$ <0.05, \*\* $p$ <0.01, NS: not significant).

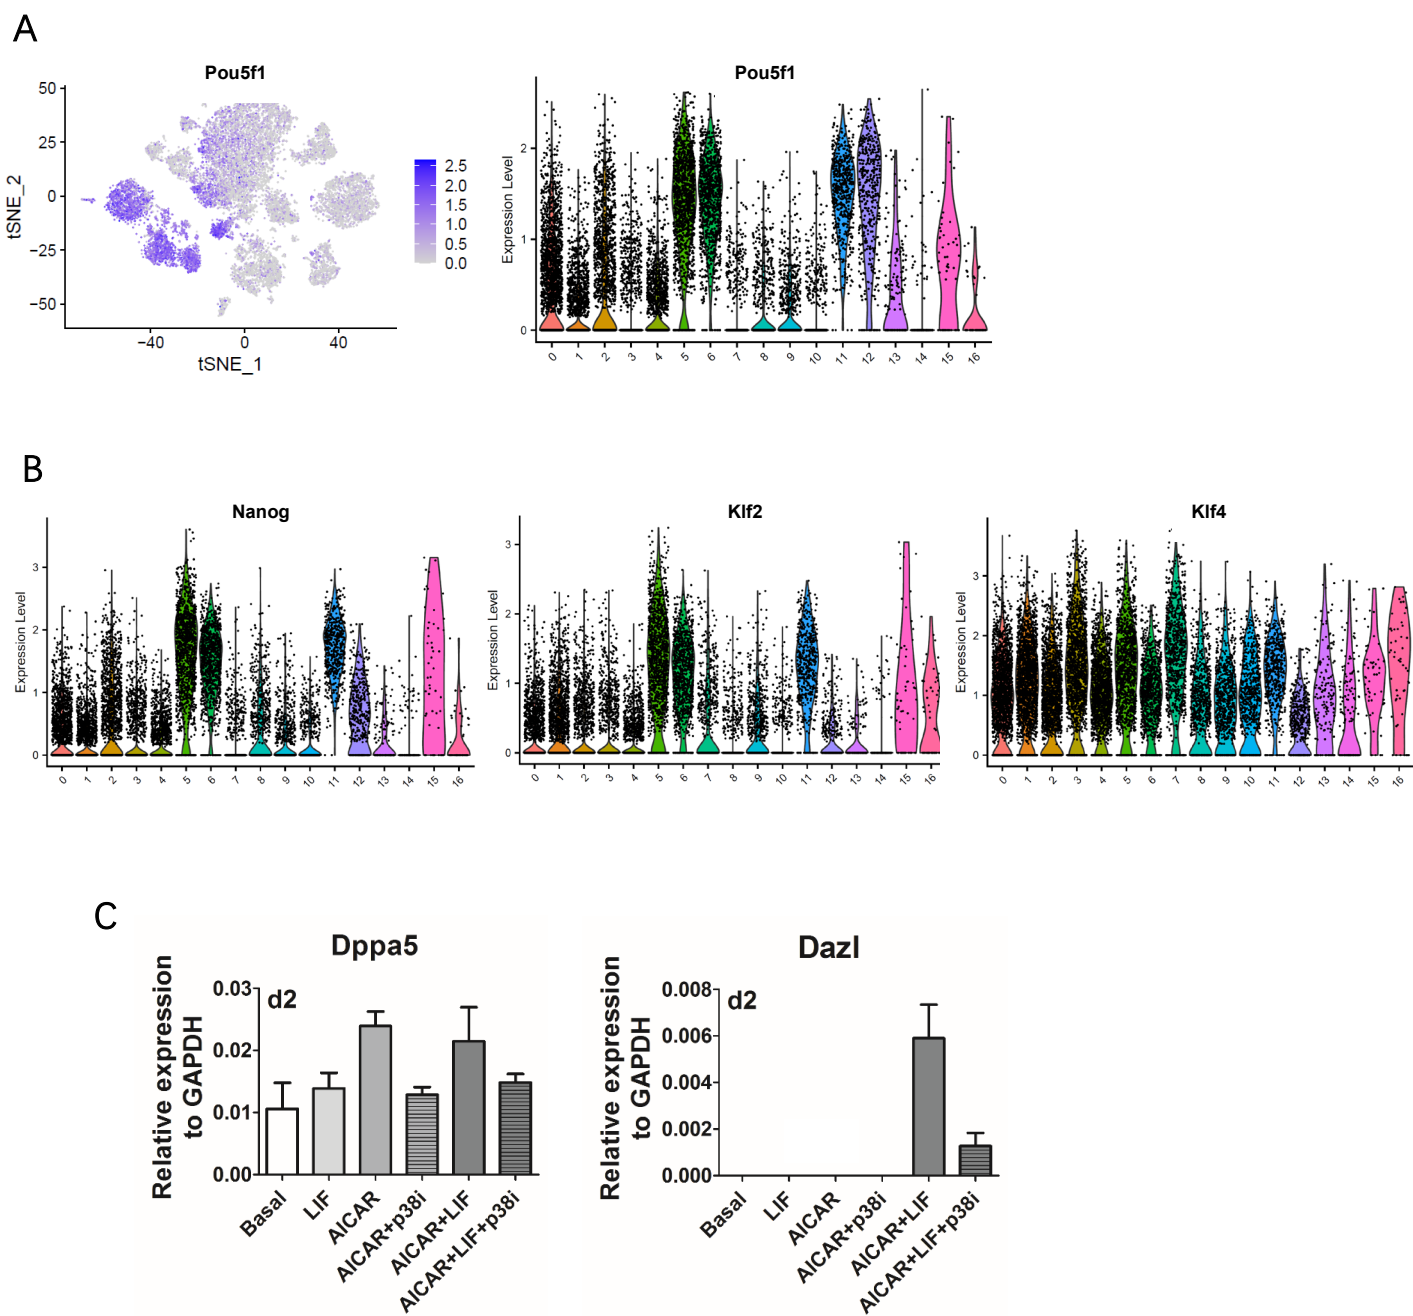

## Figure S6. Analysis of Single-Cell RNA-Seq, Related to Figure 6

(A) Pou5f1 (Oct4) expression. Left panel: t-SNE analysis. Purple dots indicate relative expression levels of each cell. Homogenous expression is observed in clusters 5, 6, 11, 12, and 15. Right panel: Violin plots. Higher expression is observed in clusters 5, 6, 11, 12, and 15.

(B) Violin plots for Nanog, Klf2 and Klf4.

(C) qPCR for Dppa5 and Dazl mRNA expression in Oct4GIP cells after 2 days culture with Basal, LIF alone, AICAR alone, AICAR+p38i, AICAR+LIF or AICAR+LIF+p38i condition. Expression levels are normalized to GAPDH. Data are represented as the mean  $\pm$  SD (n=3; with technical triplicates).

# Supplementary material for: AMPK activation reverts mouse epiblast stem cells to naive state
**Source:** iScience. 2021 Jun 25;24(7):102783. doi: 10.1016/j.isci.2021.102783
**Supplement:** Table S1. Components of reported protocols for naive reversion (mouse cells), related to discussion

Table S1. Components of reported protocols for Naïve reversion (mouse cells). Related to DISCUSSION

|  | Guo  (2009) | Hanna (2009) | Hall  (2009) | Silva (2009) | Guo (2010) | Gillich  (2012) | Tai  (2013) | Zhou (2010) | Ilich  (2016) | This  report |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Genetic induction | Klf4 | Klf4 | Klf2 | Nanog | Nr5a1/2 | Prdm14 | Gbx2 |  |  |  |
|  |  | c-Myc |  |  |  | Klf2 |  |  |  |  |
| Small molecules | GSK3i |  | GSK3i | GSK3i | GSK3i |  | GSK3i | GSK3i |  |  |
|  | MEKi |  | MEKi | MEKi | MEKi |  | MEKi | MEKi | (MEKi) |  |
|  |  | LIF | LIF | LIF | LIF | LIF | LIF |  |  | (LIF) |
|  |  |  |  |  |  |  |  | LSD1i |  |  |
|  |  |  |  |  |  |  |  | ALK5i |  |  |
|  |  |  |  |  |  |  |  | FGFRi |  |  |
|  |  |  |  |  |  |  |  |  | CK1αi |  |
|  |  |  |  |  |  |  |  |  |  | AMPK activator |
| Basement medium | N2B27 | N2B27 | N2B27 | N2B27 | N2B27 | DMEM+  20% KSR or N2B27 | N2B27 | DMEM+  20%KSR | DMEM+  20%KSR | GMEM+  10%KSR+  1%FBS |
| Chimeric mice | ○ | ○ | ○ | ○ | ○ | ○ | △^1^ | ○ | △^1^ | ○ |
| Germline transmission  mice | ○ | ○ | × | × | ○ | △^2^ | × | △^2^ | △^2^ | ○ |

( ): Small molecules which are not essential but promote reversion.

○: Chimera mice or mice through germline transmission were obtained using reverted cells.

×: Germline transmission experiment was not performed.

△^1^: Chimera embryos were confirmed but chimera mice were not checked.

△^2^: Gonad contribution was confirmed but mice in next generation were not checked.

# Supplementary material for: AMPK activation reverts mouse epiblast stem cells to naive state
**Source:** iScience. 2021 Jun 25;24(7):102783. doi: 10.1016/j.isci.2021.102783
**Supplement:** Table S2. Primer sequences for qPCR, related to STAR Methods, Figure 2, S3, and S6

Table S2. Primer Sequences for qPCR, Related to STAR Methods, Figure 2, S3, and S6

| Gene | Forward primer 5’-3’ | Reverse primer 5’-3’ |
| --- | --- | --- |
| GAPDH | TGTGTCCGTCGTGGATCTGA | TTGCTGTTGAAGTCGCAGGAG |
| Rex1 | TCTTCTCTCAATAGAGTGAGTGTGC | GCTTTCTTCTGTGTGCAGGA |
| Oct3/4 | GGACATGAAAGCCCTGCAGAA | GACAGATGGTGGTCTGGCTGAA |
| Nanog | GAATTCTGGGAACGCCTCATC | CCTTGTCAGCCTCAGGACTTG |
| Sox2 | AACCGATGCACCGCTACGA | TGCTGCGTAGGACATGCTG |
| Klf4 | AGACCAGATGCAGTCACAAGTC | CCCAGTCACAGTGGTAAGGTTT |
| Klf2 | CTAAAGGCGCATCTGCGTA | TAGTGGCGGGTAAGCTCGT |
| Esrrb | AGAGACCCTCTCCTATTCCCAC | TCTCCATGGGTTCCAGAAATGG |
| Tfcp2l1 | CCAGGAAAAGGCTAGAACCCAT | AGGTTCTCAGGTCTCCAGATCA |
| Dppa5 | CAGTCGCTGGTGCTGAAATA | TCCATTTAGCCCGAATCTTG |
| Dazl | TCGAAGGGCTATGGATTTGT | ACGTGGCTGCACATGATAAG |

How the deposited data were processed for this re-analysis (not part of the article)

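Gene expression was measured by bulk RNA-seq in 22 libraries of mouse cells, 1 per combination of cell line, treatment, day and passage. The authors made stranded mRNA libraries, sequenced single reads, mapped them with Bowtie2 to the Ensembl GRCm38 cDNA and ncRNA sequences, kept alignments with a MAPQ of at least 1 and deposited the number of reads counted on each gene, as whole counts without normalization. The deposited counts of transcripts have the same library totals and were not used here. The deposited number of detected genes per library equals the number of genes with a count above 0.

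Libraries were grouped by state into naive mESCs (1 library), primed mEpiSCs (2), reverted cells after 2 or 3 passages in 2iL (4), reverted cells after 10 passages (7), d8 (4) and d16 (4). No library is a replicate of another one's exact condition, so the spread within a group includes differences between activators, passages and cell lines. The naive group entered no test. The totals and the smallest detectable levels are given with the first passage on RNA-seq. A level of 3 counts or fewer was treated as the floor, and a fold against a group at the floor was computed against the highest floor of its libraries and given as a lower bound.

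For PCA, correlations, the heatmap panel and the range of the reverted libraries, counts were converted to log2 CPM with a pseudocount of 0.5 on total counts, as limma voom does, and genes were centred and scaled to unit variance for the PCA. The paper's text does not state this scaling, and it was chosen from the axis ranges of Fig. 3A. Distances are Euclidean over the first 3 components. Group means of distance and r were compared by two-sided exact permutation tests over all splits. These tests treat libraries as independent, and the paper does not state which libraries share a culture. For single genes, CPM were scaled by TMM factors.

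Differential expression was tested with the quasi-likelihood test of edgeR 4.0.16 (TMM factors, filterByExpr by group, Benjamini-Hochberg adjustment at 0.05) in R 4.3.3. Reverted d16+10p cells were compared with primed and with d16+2–3p cells in a model of all 22 libraries in 6 groups. AICAR and AICAR+LIF were compared with Basal medium and 2iL within the 8 libraries at d8 and d16, with the day as a covariate, and AICAR+LIF with AICAR after expansion in 4 pairs of the same line and passage. Alternatives used DESeq2 1.42.0, limma 3.58.1, no normalization factors, no filter or a filter of 10 counts in every library. Others used other sets of libraries or covariates, libraries left out 1 at a time, and other gene sets and scalings for the PCA. Counts were also thinned at random to the smallest total. For distance and r, only libraries of the second group were left out, so no d16+10p library was dropped there. Each test was tried on simulated data with 200 changed genes. In these, libraries of 1 group differed only in depth and random error, unlike the real ones. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures matplotlib 3.10.9.

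The genes named are those the paper's text names for bulk RNA-seq or qPCR and, for each comparison, up to 5 genes per direction with the largest change among those with an adjusted p-value under 0.05, a mean log2 CPM of at least 3 and no overlap between the groups. Positions are from GENCODE release M21 on GRCm38, which had a position for 33819 of the 34489 genes (98.1%). Chromosome medians used 10570 genes with a mean CPM of at least 10. Lists of ERK target genes and feeder marker genes were written down before they were tested and compared with 10000 random lists of the same size. The list of PCF genes of Fig. 3A and the single-cell RNA-seq were not used here.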

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

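The tests of depth for AICAR d16+10p, of the chromosome 8 shift for Zfp42 and of single reads were chosen only after the result was seen, and the chromosome tests after the shifts had been seen but before the values of those tests.

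Among 80 groups of values tested for a library far from the others, 8 had one, and about 4 are expected by chance. AICAR d16+10p (Oct4GIP), which had the lowest total among the 7 reverted d16+10p libraries, had the fewest detected genes (19339) and the largest distance from naive mESCs in the PCA of all genes (93.9). After every library was thinned to the same total it was at neither end of the 7 distances (gap over range 0), so depth may account for its position. Nanog was also lowest in this library (log2(CPM + 1) of 8.88). Its gap was 0.623 of the range and 0.556 after thinning, only just below the limit for a library far from the others, and the library was still at one end of the range. With 843 counts of Nanog, this does not show that depth was the cause. No biological explanation was tested, since the library is the only one of its condition.

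Among the 4 libraries at d16+2–3p, AICAR d16+3p was far above the others in Zfp42 (log2(CPM + 1) of 9.52) and Nr5a2 (6.88). With total counts as library sizes the gap of Zfp42 was 0.908 of the range, so normalization did not account for it. After the median shift of chromosome 8, which carries Zfp42, was subtracted, the gap was 0.469. A shift of the whole chromosome is therefore a candidate explanation for Zfp42. For Nr5a2, which is on chromosome 1, the gap with total counts was 0.650, so its position may depend on the normalization.

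At d8 and d16, Zfp42 in Basal d16 (0.455), Nr5a2 in AICAR+LIF d8 (1.54) and Nr5a2 in AICAR+LIF d16 (0.457) were above the other libraries of their day. The largest count behind these values was 2, so single reads are a candidate explanation, and no level of expression can be read from them.

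Xist, which the paper does not report on, was at 612.6 CPM in primed Oct4GIP mEpiSCs and from 451 to 1121 CPM in the 8 libraries at d8 and d16. It was from 2.67 to 15.1 CPM at d16+2–3p and from 0.314 to 1.68 CPM in the 5 Oct4GIP libraries at d16+10p. Libraries with Y-linked reads (naive Rex1-GFP and 129/MSM) had 0.405 to 20.9 CPM. If both X chromosomes were active in reverted Oct4GIP cells, X-linked genes should be higher than in reverted 129/MSM cells, which have Y-linked reads. Their median log2 ratio was −0.0185, within the range of the autosomes (−0.21 to 0.29), which goes against 2 active X chromosomes and is consistent with the loss of an X chromosome. Across the 9 Oct4GIP libraries not expanded in 2iL, Xist did not rise with a score of feeder marker genes (Spearman's rho = −0.6, two-sided permutation p = 0.0952, adjusted 0.143 over 3 relations, −0.786 without the 2 farthest libraries; Pearson's r = −0.205, permutation p = 0.630, adjusted 0.630, −0.806 without the 2 farthest). Reads from feeder cells therefore did not explain the high Xist. The loss of an X chromosome remains a hypothesis, since DNA was not analysed here.

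The genes of whole chromosomes were shifted together in some libraries expanded in 2iL. Of 240 medians (12 libraries, each against the median of the 12), 8 were at least 0.2 in size, a limit chosen after the medians were seen, and the others lay between −0.18 and 0.13 (SD 0.0394). Chromosome 8 was higher in naive mESCs (0.39), AICAR d16+3p (0.40) and AICAR+LIF d16+10p of 129/MSM (0.34). Chromosome 15 was higher in AICAR d16+10p (0.26), AICAR+LIF d16+10p (0.24), A769662 d16+10p (0.34) and AICAR+LIF d16+3p (0.42), all Oct4GIP, and chromosome 12 was lower in A769662 d16+10p (−0.34). A gain from 2 to 3 copies in all cells would give 0.58. Chromosome 15 was already higher in primed Oct4GIP than in primed 129/MSM mEpiSCs (0.37) and in naive mESCs (0.43), so its shifts need not have arisen during reversion. At least 50.6% of each shift was kept after thinning. The lowest was chromosome 15 in AICAR+LIF d16+10p of Oct4GIP, which fell to 0.12, below the limit, so depth may account for part of that shift. The trend with GC content spanned only 0.05 to 0.16 in these libraries, less than each shift, and at least 93.7% was kept after it was subtracted. At least 73.6% of the genes lay on the side of the shift, so a few genes did not account for it. A change of the whole chromosome should shift each of 4 parts with equal numbers of genes along it. The weakest part had a median of 0.039 (AICAR d16+10p, chromosome 15), so a whole-chromosome change did not hold for every shift, while each part of the other 7 shifted chromosomes was at least 0.18 in size, which goes against a change of only part of them. The other 3 parts in AICAR d16+10p were at 0.26 to 0.37, so a change of part of chromosome 15 is possible there. Gain or loss of whole chromosomes in part of the cells may therefore be a candidate for 6 of the 8 shifts, without chromosome 15 in AICAR d16+10p and AICAR+LIF d16+10p of Oct4GIP.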

How the results depend on the processing

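All alternatives were set before the data were examined except the thinned counts for the comparisons of gene counts and the cell line as a covariate for the named genes, which were chosen after seeing the data, and no explanation test of this part was chosen only after the result was seen.

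The higher r with naive mESCs at d16+10p than at d16+2–3p, and in reverted cells than at d8 and d16, kept its direction and its side of the threshold under all 4 other settings and with each library of the second group left out (from 0.0109 to 0.0130 and from 0.123 to 0.129). The heatmap panel gave 10 of 15 libraries with naive mESCs under all 3 other settings of the clustering.

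The difference in PCA distance between d16+10p and d16+2–3p (0.719) changed sign with TMM-scaled library sizes (−5.85) and genes centred only (−0.999). It also did so with genes kept by filterByExpr (−30.2) and thinned counts (−31.3). It ranged from −1.29 to 4.75 across the 4 fits that each left out 1 library at d16+2–3p. No d16+10p library was left out, so this range does not test AICAR d16+10p of Oct4GIP. Its distance was 93.9, and those of the other d16+10p libraries were 20.2 to 38.4. The mean of those others lay below the mean at d16+2–3p, so the positive sign of the main value rested on that library. Only the filterByExpr and thinned settings passed the threshold (exact permutation p = 0.0030 in both, the smallest possible). Unequal depth may contribute, as the thinned value shows, and limits what the distance in the PCA of all genes can tell.

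The share of PC1 was 47.3% with genes centred only, 44.9% with genes kept by filterByExpr, 75.1% with the 2036 most variable genes and 25.6% with thinned counts. With at least 5 counts, 22059 genes were detected. The share of genes for which naive mESCs lay outside the reverted range was 45.4% with Oct4GIP libraries only, and 11.42% with thinned counts, where tied low counts enter. Under both choices it was above the highest share for a reverted library (37.1% and 11.37%). The r between the changes in the 2 lines was 0.566 as Spearman's rho, 0.551 with all detected genes, 0.596 with AICAR only and 0.621 with AICAR+LIF only. The cause was not tested.

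The number of genes between reverted d16+10p and primed cells (6863) was 2880 with at least 10 counts in every library and 3569 with thinned counts, and from 6376 to 6766 across the 7 fits that each left out one reverted library. Leaving out a primed library leaves 1 in that group and gave no count. Between d16+10p and d16+2–3p (1753) it was 856 with at least 10 counts, 3002 with only the 2 groups, 587 with Oct4GIP cells reverted with AICAR or AICAR+LIF only and 584 with thinned counts, and from 939 to 1847 across 11 such fits. The share of these genes that were higher at d16+10p was 50.8%, compared with 43.0% with all genes, 64.6% with at least 10 counts and 66.6% with AICAR or AICAR+LIF only. The cause was not tested.

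The comparison of AICAR with no AICAR at d8 and d16 (1347) depended most on the choices. The number was 2140 with DESeq2, 3143 with all genes, 792 with at least 10 counts, 37 with no day covariate, 0 for AICAR alone against Basal medium alone (2778 at an unadjusted p under 0.05) and 741 with thinned counts, and from 245 to 2654 across 8 fits that each left out one library. The fit of AICAR alone against Basal medium alone had only 4 libraries, too few to exclude an effect. In the main fit, the share higher with AICAR was 36.9%, compared with 61.1% in limma voom and 54.4% without normalization factors. The balance of directions was therefore not stable. The mean log2 factors of the 2 groups differ by 0.13. AICAR+LIF against AICAR gave 0 genes (310 at an unadjusted p under 0.05), 68 with all genes, and 0 in each of the 4 fits that left out one pair. The cause was not tested.

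Of the named genes' values under other settings, 115 kept direction and side of the threshold and 3 fell below it. With primed libraries left out in turn, 29 values stayed, 18 moved and 1 changed direction, T, which ranged from −1.41 to 1.18. Each of these 2 fits kept reverted libraries of both lines against 1 primed line, and with the line as a covariate T was at −0.21. Foxa2 gave no value with only the 2 groups compared, with or without that covariate.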

Differences from the paper's values

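No test of an explanation was chosen after the result was seen for this part. No value computed with the settings used in the passages was past the limits for a difference from the paper's. The counts summed to 60675547, compared with the paper's 62621611 mapped reads. The shares of PC1, PC2 and PC3 were 29.8%, 21.3% and 6.26%, compared with about 30%, about 20% and about 6.4% in Fig. S4, read by eye. With TMM-scaled library sizes, an alternative set before the data were examined, they were 29.6%, 19.8% and 6.36%.

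The paper states that T was lower in reverted cells than in primed mEpiSCs. The log2 fold change was −0.63 (adjusted p = 0.677, edgeR), and over the 4 other settings of the whole comparison it was from −0.62 to −1.21 with adjusted p from 0.452 to 0.708 (DESeq2, limma voom and edgeR), so none of these called it. With the cell line as a covariate and only the 2 groups, an alternative chosen after seeing the data, it was −0.21 (adjusted p = 0.708, edgeR). In Oct4GIP, T was from 1.55 to 4.40 CPM in reverted cells, lower in 4 of 5 libraries than the 4.11 CPM (11 counts) in primed cells. In 129/MSM, T was at 33.2 and 17.8 CPM in reverted cells and 25.1 CPM in primed cells.

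The paper places cells passaged 10 times closer to naive mESCs than cells passaged 2 or 3 times, in a PCA of PCF genes. In the PCA of all genes the distances differed by 0.719 in the opposite direction (exact permutation p = 0.976). This difference includes AICAR d16+10p of Oct4GIP at 93.9, with the other d16+10p libraries at 20.2 to 38.4. Its direction rested on that library. Other measures went the same way as the paper's PCA. Pearson's r with naive mESCs was 0.957 at d16+10p and 0.945 at d16+2–3p. The distance over the heatmap panel was 8.01 and 12.9. Under the alternatives set before the data were examined, the d16+10p libraries were closer by −30.2 with genes kept by filterByExpr and by −31.3 with thinned counts (exact permutation p = 0.0030 each), and by −5.85 with TMM-scaled sizes and −0.999 with genes centred only (exact permutation p = 0.727 and 0.945). They were not closer on PC1 and PC2 only (7.27, exact permutation p = 0.767), with Oct4GIP libraries only (1.47, exact permutation p = 1) or with the 2036 most variable genes (0.0387, exact permutation p = 0.948).

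The paper lists Rex1-GFP mESCs and Oct4GIP mEpiSCs as XX and 129/MSM mEpiSCs as XY. The naive Rex1-GFP library had Y-linked genes at 230 CPM, compared with 245 to 248 CPM in the 3 libraries of 129/MSM, and Xist at 0.961 CPM (3 counts). The reason was not tested, and this library is the only naive reference.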

Other observations

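The tests on other splits of the libraries were chosen only after the result was seen.

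AICAR d8 and AICAR+LIF d8, the 2 libraries with the lowest totals, lay far from Basal d8 and 2iL d8 in the PCA of all genes. After thinning, 26.2% of that distance was kept, so depth may account for most of it. Of the first 3 components of that PCA over the 22 libraries, PC2 followed the totals most (Spearman's rho −0.57, two-sided permutation p = 0.00607, adjusted 0.0182 over 3 components). Pearson's r for PC2 was −0.86 (permutation p = 1e-05, the smallest possible) and −0.65 without the 2 farthest libraries. After thinning, rho was −0.61 and r −0.46 (−0.33 without the 2 farthest libraries). With genes centred only, rho was −0.72 (permutation p = 0.000220, adjusted 0.000660) and r −0.96, and with TMM-scaled library sizes r was −0.92. Depth may therefore contribute to PC2. PC2 also placed the libraries differently after thinning. Primed Oct4GIP moved from −7.94 to 81.6 and AICAR+LIF d8 from 254 to 50.7. The rho after thinning therefore cannot tell whether the relation in the main PCA remained.

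For the 1753 genes between d16+10p and d16+2–3p, 1 of 100 splits drawn from the 330 possible gave as many genes, the real one, and the highest other split gave 302. Primed-like expression that remains at d16+2–3p did not account for the genes as a whole, since genes lower at d16+10p were above naive in primed Oct4GIP cells in 44.3% of cases and genes higher at d16+10p in 37.5% (ratio 1.18). It may account for single genes, since Gja1 was at 538 CPM in primed cells and 4.48 CPM in naive mESCs, and Esrp1 at 95.6 and 0.640 CPM. A list of 17 ERK target genes, without Spry4, was lower at d16+10p (median log2 change −0.85, 13 of 17 genes lower, 5 with an adjusted p-value under 0.05 in edgeR), below all 10000 random lists. A list of 20 feeder marker genes was also lower (−0.65, 13 of 20 genes lower, 1 with an adjusted p-value under 0.05 in edgeR). Against d16+3p alone, the ERK list had a median of −1.05 and the feeder list −0.01, so reads from feeder cells did not account for the ERK target genes. Some ERK target genes were also high in primed Oct4GIP cells (Dusp4 at 60.1 CPM, compared with 0.640 CPM in naive mESCs). The list therefore cannot tell lower inhibition of MEK at d16+2–3p apart from primed-like expression that remains. Either may be part of the difference, and reads from feeder cells may be another part, mainly at d16+2p (feeder list −0.96). Both lists were lower with TMM factors and with total counts (−0.95 and −0.87 for ERK, −0.50 and −0.45 for feeder markers, as differences of mean log2 values).

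For AICAR against no AICAR at d8 and d16, the real split was 1 of 18 possible that gave as many genes, and the others gave 0, but 18 splits cannot give a share under 0.05. Thinned counts gave 55.0% of the number of genes, so depth did not account for all of it. Genes higher with AICAR were above Basal medium and 2iL in primed Oct4GIP cells 3.86 times as often as genes lower with AICAR. Naive mESCs gave a similar contrast (63.2% and 10.5%), and the genes were chosen against the same reference, so primed-like cells that remain in AICAR cannot be told apart from other states. T was at 45.4 and 38.3 CPM in AICAR d16 and AICAR+LIF d16.

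Between AICAR+LIF and AICAR after expansion in 2iL, 0 of 12940 genes had an adjusted p-value under 0.05 in edgeR (310 at an unadjusted p under 0.05). All 8 of 8 splits within pairs gave 0, the real one included, so the splits cannot tell whether there is a difference. On simulated data, the same test called 200 of 200 genes changed by 2 on the log2 scale. Smaller changes were not simulated, and the simulated libraries of a treatment differed only in depth and random error. Libraries of a pair resembled each other (mean r of 0.66 within pairs and −0.22 between pairs, for deviations from the mean).

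In the 8 libraries at d8 and d16 of Oct4GIP, a line with few Y-linked reads, Y-linked genes were at 1.54 to 15.3 CPM, compared with 230 CPM in naive Rex1-GFP mESCs and 245 to 248 CPM in 129/MSM. Reads from feeder cells are a candidate source, but Y-linked reads did not rise with the feeder marker score (Spearman's rho = −0.43, two-sided permutation p = 0.299, adjusted 0.299 over 3 relations, 0.314 without the 2 farthest libraries; Pearson's r = −0.305, permutation p = 0.459, adjusted 0.630, 0.384 without the 2 farthest), and the sex of the feeder cells is not stated, so this was left open. In the same libraries, Xist fell with the feeder score (rho = −0.786, permutation p = 0.0279, adjusted 0.0838; r = −0.757, permutation p = 0.0353, adjusted 0.106; −0.714 and −0.735 without the 2 farthest).

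Klf4 was at 332 CPM in naive mESCs and 163 ± 63.9 CPM (SD, n = 7) at d16+10p, lower in 7 of 7 libraries, and Nanog at 829 and 702 ± 112 CPM (SD, n = 7), lower in 7 of 7. With 1 naive library these differences were not tested.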
